# The highly buffered Arabidopsis immune signaling network conceals the functions of its components

**DOI:** 10.1371/journal.pgen.1006639

**Published:** 2017-05-04

**Authors:** Rachel A. Hillmer, Kenichi Tsuda, Ghanasyam Rallapalli, Shuta Asai, William Truman, Matthew D. Papke, Hitoshi Sakakibara, Jonathan D. G. Jones, Chad L. Myers, Fumiaki Katagiri

## Abstract

Plant immunity protects plants from numerous potentially pathogenic microbes. The biological network that controls plant inducible immunity must function effectively even when network components are targeted and disabled by pathogen effectors. Network buffering could confer this resilience by allowing different parts of the network to compensate for loss of one another’s functions. Networks rich in buffering rely on interactions within the network, but these mechanisms are difficult to study by simple genetic means. Through a network reconstitution strategy, in which we disassemble and stepwise reassemble the plant immune network that mediates Pattern-Triggered-Immunity, we have resolved systems-level regulatory mechanisms underlying the Arabidopsis transcriptome response to the immune stimulant flagellin-22 (flg22). These mechanisms show widespread evidence of interactions among major sub-networks—we call these sectors—in the flg22-responsive transcriptome. Many of these interactions result in network buffering. Resolved regulatory mechanisms show unexpected patterns for how the jasmonate (JA), ethylene (ET), phytoalexin-deficient 4 (PAD4), and salicylate (SA) signaling sectors control the transcriptional response to flg22. We demonstrate that many of the regulatory mechanisms we resolved are not detectable by the traditional genetic approach of single-gene null-mutant analysis. Similar to potential pathogenic perturbations, null-mutant effects on immune signaling can be buffered by the network.

## Author summary

To protect themselves from pathogens, plants detect pathogen attack and send this information through a signaling network that activates various immune responses. Pathogens secrete effectors that disable components of the immune signaling network. Thus, the function of the plant immune signaling network must be well buffered from effector perturbations. Not much is known about how such network buffering is achieved. This is partly because the effects of mutations in single network components are also well buffered by the network. To overcome this shortcoming of single-gene mutant analysis, we employed a network reconstitution strategy, in which four major signaling sectors were first disabled and then restored one by one to determine the functions of the signaling sectors and their interactions. We collected and analyzed transcriptome and hormone profiles from all possible states of network reconstitution along time courses after immune stimulation with bacterial flagellin. We discovered that the network is not a collection of independent pathways; rather, interactions among the sectors dominate network regulation of the transcriptome response, which explains the extensive network buffering observed. Consequently, apparent network mechanisms inferred based on single-gene mutant analysis were often different from the underlying mechanisms.

## Introduction

A major tenet of systems biology is that complex biological systems are more than the sum of their parts [1]. This literally means that non-additive interactions among system components are important (hereafter we use the term interaction to specifically denote non-additive interaction). Because of these interactions, the function of a single gene in a complex signaling network may not be reliably inferred from null-mutant analysis of the gene alone; its function may be buffered by those of gene(s) in some other part of the network. To correctly assign functions to system components, the interactions among these components must be quantified.

Buffering has two different biological sources [2,3]: (I) closely related gene family members with redundant function may buffer each other, and (II) unrelated biological functions may buffer each other’s contribution to overall network function. Here we focus on the second case, which we call network buffering. Network buffering has been explored systematically in yeast, where the contributions of genetic interactions to yeast growth have been documented on a genome-wide scale [4].

Plants are faced with a barrage of pathogen assaults during their lifetimes. Plants resist pathogen attacks using both preformed barriers [5,6] and inducible immunity; the latter resembles innate immunity in animals [7]. In principle, microbial pathogens can evolve much faster than their hosts, and thus the hosts appear to face a serious adaptive disadvantage. In plants, which lack adaptive immunity, a highly buffered immune signaling network could confer resilience against perturbations to network components, as pathogen effectors are known to target and disable plant immune signaling proteins [8]. Buffering conceals the identity of network components: when a component in a buffered network is disabled, the network can compensate to some degree for this loss.

The resilience of the plant immune signaling network is qualitatively different from the robustness of switch-like networks, such as those that control development. These other networks ensure high-fidelity execution of an internal program despite internal and external noise. The plant immune signaling network, in contrast, must deploy the right response intensity depending on the reliability of attack information and attack severity—a fundamentally quantitative response, rather than a switch-like one, as unnecessary immune responses carry a fitness cost for the plant [9]. The plant immune signaling network needs to buffer not only random environmental noise, but more importantly, component loss due to targeting by pathogen effectors. By concealing the immune network’s mechanisms from pathogens, network buffering may confer resilience to the plant against pathogen adaptation.

Network buffering conceals a network’s underlying mechanisms not only from potential pathogens but also from our attempts to study the network. For example, null mutant analysis of individual genes in such a network may result in incorrect mechanistic interpretations [10]. How do we correctly assign component function in the presence of network buffering? One approach is to fully remove a given network function through deep network perturbation, and then stepwise reconstitute the network using combinatorial perturbations [11,12]. That is, break the network to the point where it loses resilience and investigate how network resilience emerges during reconstitution of the network. This is a reductionist approach applied to analysis of an emergent property of a network. To avoid a “combinatorial explosion”, the network must contain only a small number of components. For large complex networks, like the network that mediates plant inducible immunity, one strategy is to reduce the network size using a summarized scale.

A broad-spectrum form of inducible immunity, Pattern-Triggered-Immunity (PTI) can be stimulated by treating a plant with conserved microbe-associated molecular patterns (MAMPs), such as a portion of bacterial flagellin (flg22) [13]. The network that mediates flg22-PTI in Arabidopsis is almost entirely controlled by a network comprised of four sub-networks: the signaling mediated by the plant hormones salicylate (SA), jasmonate (JA) and ethylene (ET) and by the major immune regulator, phytoalexin-deficient 4 (PAD4) [11]. We call these sub-networks signaling sectors. Each of these sectors can be interrupted by disabling a single biosynthetic or signaling gene: *dde2-2* removes the JA sector [14], *ein2-1* the ET sector [15], *pad4-1* the PAD4 sector [16], and *sid2-2* the SA sector [17]. We previously removed the JA-ET-PAD4-SA network *in planta* via a quadruple mutant *dde2 ein2 pad4 sid2* and reconstituted the network stepwise via 4 triple mutants, 6 double mutants, 4 single-gene mutants, and the wild type [11,18].

Here we collected transcriptome and hormone profiles of these combinatorial mutants along a detailed time course and quantified how interactions among the four major sectors JA, ET, PAD4 and SA regulate the dynamic plant transcriptome in response to flg22 treatment. We show that sector interactions, rather than individual functions, dominated the regulation of the transcriptome response, and that buffering was extensive in the network. We further demonstrated several specific cases where the functional mechanisms inferred from shallow network perturbation did not reflect the regulation of the flg22-responsive and JA-ET-PAD4-SA network-dependent transcriptome. Our analysis spotlights a complex biological network that resists a classical genetics approach, a network where single-gene mutant analysis sometimes leads to incomplete or incorrect descriptions of component functions. We demonstrate the effectiveness of a systems biology approach, network reconstitution, to elucidate dynamical component functions of the plant immune signaling network.

## Results and discussion

### Overview of data collection and analysis

We profiled leaves of 31–32 days old plants of 17 Arabidopsis genotypes 0, 1, 2, 3, 5, 9, and 18 h after flg22 treatment. 

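The transcriptome data consisted of 357 Tag-Seq libraries, 1 for each of the 17 genotypes at each of the 7 time points in each of 3 biological replicates, which makes 119 groups of 3 libraries. Tag-Seq is a form of mRNA sequencing that reads a short stretch near the polyadenylated end of each transcript. Leaves were infiltrated with 1 μM flg22, except that the leaves collected at 0 h were not infiltrated. Each replicate of a genotype at a time point was a pool of 12 leaves collected over 4 experiments. The authors matched and trimmed internal barcodes, removed homopolymer reads, mapped the reads to TAIR10 transcripts with Bowtie, kept forward-strand reads that mapped to a single gene, and summed the reads over the transcripts of each gene. The deposited values are these raw counts, with no normalization and no pooling of replicates. The median library had 1275620 reads counted on genes. The median was 1034561 at 0 h, 1386269 at 1 h, 1294406 at 2 h, 1373723 at 3 h, 1256561 at 5 h, 1129979 at 9 h and 1334884 at 18 h, and the median of a group of 3 libraries lay between 624227 and 1828780. A library had reads on 13529 to 19211 genes, and the 10 genes with the most reads took between 4.79% and 12.5% of its reads. Of the 33600 genes in the table, 26275 had at least 1 read. The filter on low counts stated in the methods (fewer than 50 libraries without reads and a rank-15 count above 25) left 11848 genes, and these were tested. Each library was scaled as in the paper, by its 90th percentile count over genes with at least 1 read relative to 300. This percentile lay between 27 and 300, with a median of 85. Normalized counts are counts on this scale, given as mean ± SD of 3 libraries. A model with 1 mean per group was fitted to all libraries with edgeR's quasi-likelihood method, in which the response of a genotype is its log2 level at a time point minus its log2 level at 0 h. A gene was called when Storey's q-value, pooled over all genes and comparisons of a family, was under 0.05 and the absolute log2 value was above 1. The median standard error of the difference in response between a single mutant and JEPS was 0.47 to 0.48 on the log2 scale. Counts were also simulated at these depths with 3 libraries per group. For JEPS against fls2, genes were given the same true difference at every time point after 0 h. With a difference of 2 on the log2 scale, 72% were called at 1 or more time points. With a true difference of 3, 91% were called. No such share was simulated for a difference at a single time point or for the single mutants. The simulated lanes and replicates did not differ.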

Sample infiltration was staggered (S2 Text), so that samples were collected as close to the same time of day as was experimentally feasible, because of known influences of the circadian cycle on plant immunity [19]. The genotypes used were our 16 combinatorial mutants for the 4 sectors, and a null mutant lacking FLS2, the flg22 receptor. 

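The mutated genes were examined first in the normalized counts. Positions are those of the TAIR10.1 annotation, matched by gene code, while the reads had been mapped to TAIR10 transcripts. DDE2 (AT5G42650, chromosome 5, 17097564 to 17099595) had 8.49 to 371.1 normalized counts in the 168 libraries of the 8 genotypes with dde2-2, and 630.0 to 16285 in the 189 other libraries. EIN2 (AT5G03280, chromosome 5, 787428 to 793404) had a median of 48.6 in the 168 libraries with ein2-1, up to 157.1, and a median of 148.4 in the others, down to 28, so its transcript was lower but still present in plants with ein2-1. PAD4 (AT3G52430, chromosome 3, 19431095 to 19434450) had a median of 25.9 with pad4-1, up to 89.1, and of 254.3 without it. SID2 (AT1G74710, chromosome 1, 28070295 to 28074177) had a median of 7.86 with sid2-2, up to 30.6, and of 317.4 without it. FLS2 (AT5G46330, chromosome 5, 18791575 to 18795908) had at most 47 normalized counts in the 21 fls2 libraries. At 1 h its 3 fls2 libraries lay between 18.8 and 47, and the 48 libraries of the combinatorial genotypes between 434.8 and 2552.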

In each mutant at each time point, we profiled both the plant transcriptome via stranded mRNA Tag-Seq libraries [20], and a suite of 44 plant hormones and related compounds via liquid chromatography-mass spectrometry (LC-MS) [21,22], including free SA and free JA. Transcript levels described in this paper are log_2_-transformed transcript level values (see Materials and methods and S1 Text for details).

We selected genes and hormones for their dynamics and the sector effects on them. We focused on changes in transcript or hormone levels in response to flg22 treatment and did not consider network effects on basal transcript levels or basal hormone levels. To select transcripts and hormones to include in the analysis, we required that for at least one genotype and at least one time point, the transcript or hormone level response (relative to 0 hrs) was significantly different from the response in the quadruple mutant. This value is referred to hereafter as the transcript or hormone response change. We also required the transcript or hormone responses in wild type and *fls2* to be significantly different (flg22-specific response). The only hormone that passed these criteria was free SA. Free JA passed the hormone response change criteria but did not pass the flg22-specificity criterion as the free JA level also strongly responded in *fls2* (S1 Fig, panel B). Nonetheless, we included free JA in the subsequent analysis because many JA-responsive genes showed flg22-specific responses (see below) and because it is a well characterized immune hormone [23]. 

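Of the 11848 genes tested, 3904 were flg22-responsive, in that their response in JEPS differed from their response in fls2 at 1 or more time points. Of these, 1422 were called higher in JEPS than in fls2 at 1 or more time points and 2500 were called lower. The number called was 866 at 1 h, 1446 at 2 h, 2342 at 3 h, 2460 at 5 h, 1692 at 9 h and 1516 at 18 h. The response in at least 1 of the 15 other combinatorial genotypes differed from that in jeps in 2749 network-dependent genes, from 90 comparisons per gene. Both criteria were met by 1884 genes, and 865 genes were network-dependent without being flg22-responsive. Of the alternatives that changed 1 choice, an additive term for sequencing lane moved the network-dependent genes most, to 7315, with 6805 flg22-responsive genes and 5141 genes that met both criteria.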

Among 5259 genes that passed these criteria, 5189 genes had significant signaling allocations (see below). 

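The sparse signaling allocation model was fitted to the 288 libraries of the 16 combinatorial genotypes at 1 to 18 h, with 96 terms per gene. As in the paper, a negative binomial lasso was run along a path of penalties, the terms left at each step were refitted without penalty, and the step with the lowest AICc was kept. All 1884 genes that met both criteria had at least 1 refitted term with a q-value under 0.05, and BIC-selected models gave 1882.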

We call these 5189 genes the flg22-responsive and network-dependent genes hereafter. There were approximately half as many flg22-responsive and network-independent genes in our dataset (2659 genes) as flg22-responsive and network-dependent genes (S2 Fig). 

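In the counts, 2020 genes were called flg22-responsive and not network-dependent. Membership of this set rests on the lack of a call in all 90 comparisons with jeps, and with the term for sequencing lane in the model it fell to 1664 genes.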

In this report we focus on flg22-responsive and network-dependent genes since the JA-ET-PAD4-SA network is almost entirely responsible for flg22-triggered resistance [11]. The gene filtering procedures are summarized in Fig 1.

**Fig 1:**
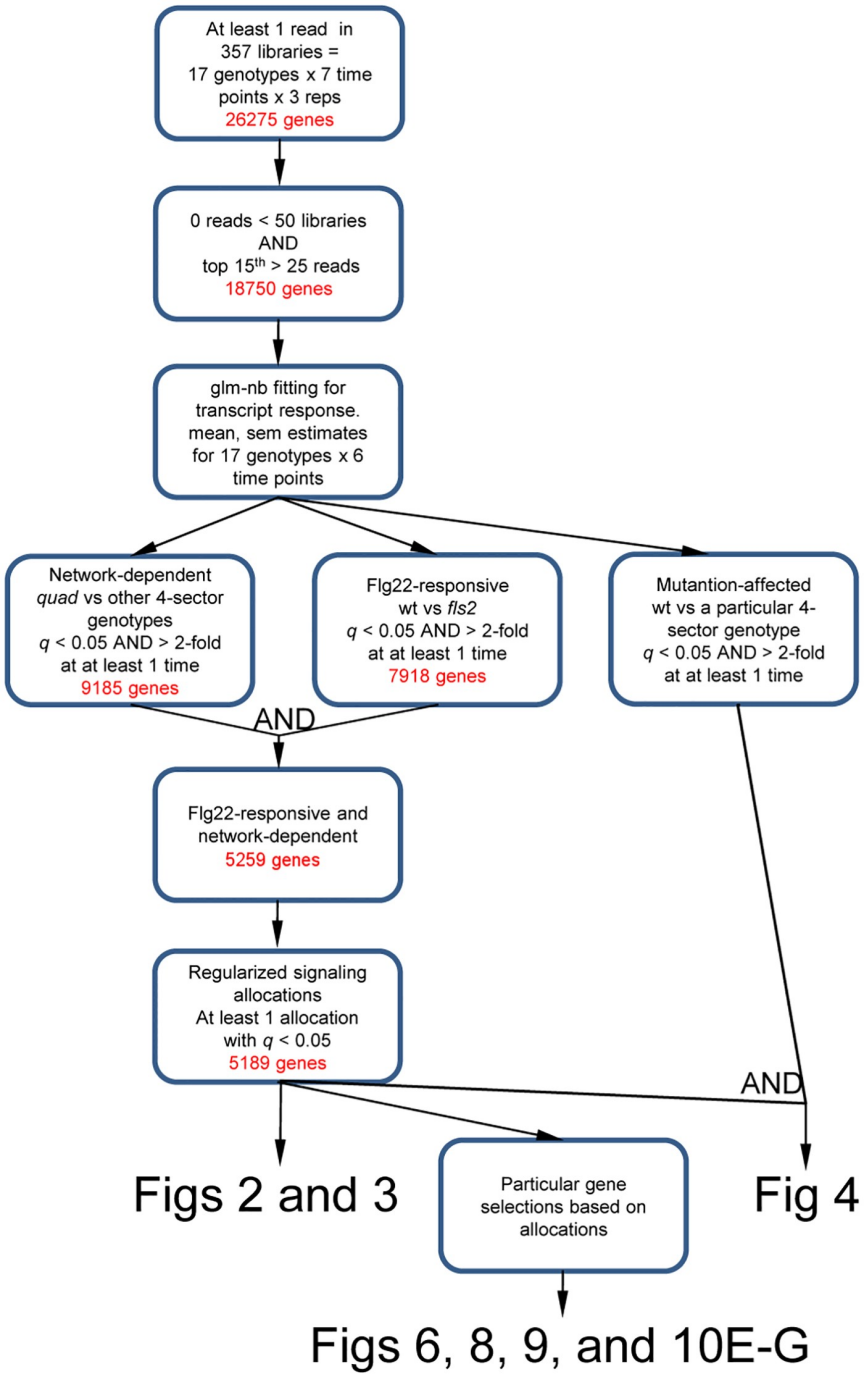
A summary of gene filtering procedures. Starting with 26275 genes that had at least 1 sequence read in at least one of the 357 3’-Tag-Seq libraries, this flowchart illustrates how genes used in network reconstitution analysis and Figs 2, 3, 4, 6, 8, 9 and 10E–10G were selected.

The transcript response change of each of the selected 5189 genes and 2 hormones was individually subjected to network reconstitution analysis to estimate both the sector effects and sector interactions that causally control the gene or hormone at each time point; these estimated effects and interactions are called signaling allocations [11,24]. The signaling allocation model for each gene or hormone for all time points was regularized by lasso [25,26] to remove insignificant terms. The stringency of the regularization was selected based on the corrected Akaike’s Information Criterion (AICc) [27,28]. The signaling allocation results with AICc-selected regularization stringency are used hereafter unless stated otherwise.

### The vast majority of the flg22-responsive and network-dependent genes showed complex network regulation

Of the 5189 genes and 2 hormones that showed a significant transcript (or hormone) response change, the signaling allocations of these response changes showed widespread evidence of complex network regulation (Fig 2). Signaling allocations are the linear decomposition of the transcript/hormone response relative to that of *quad* (transcript/hormone response change) into quantitative contributions of the individual sectors (JA, ET, PAD4, SA), and their interactions, which are indicated using single-letter abbreviations and ‘:’ (J:E, J:P, J:S, E:P, E:S, P:S, J:E:P, J:E:S, J:P:S, E:P:S, and J:E:P:S) (see S1 Text for mathematical details about fitting signaling allocation models to gene expression data). When two individual contributions have the same sign, and the interaction between them also has the same sign, the two sectors synergize to regulate the transcript response change. On the other hand, if two individual contributions have the same sign and the interaction between them has the opposite sign, the two sectors buffer each other (this is also referred to as compensation). There is no simple description of a particular interaction (such as synergy or buffering) when the individual contribution signs are different. Nevertheless, the signaling allocations provide a complete quantitative description for how the JA, ET, PAD4 and SA sectors regulate the response change of each transcript or hormone. As reported for pathogen growth data [11], the individual contributions of each sector to the transcript response changes in our dataset tended to have the same sign, that is, all four non-negative, or all four non-positive (Fig 2; all red or all blue, except for white, for the individual sector contributions). Among 5191 genes/hormones x 6 time points = 31146 gene:time combinations, 7533 gene:time combinations had more than one significant single sector contribution. 

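In the AICc-selected models of the 1884 genes, 8062 of the 11304 gene:time combinations had more than 1 nonzero single sector term. Over the alternatives that changed 1 choice, the number ranged from 1027 without regularization, where terms with a q-value under 0.05 were counted, to 22014 with the term for sequencing lane. It was 4 when the unregularized models also included the error of the levels at 0 h, which was chosen after seeing the data.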

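Among the 8062 gene:time combinations with more than 1 nonzero single sector term, 14.9% had no negative and 52.7% had no positive single sector term, so 67.5% had consistent signs. This share was 49.1% with columns not standardized in the lasso and 87.8% in the unregularized models. Every single sector term is a difference from the same jeps libraries, so the share was set beside simulated counts with the libraries, depths and dispersions of the data. In 3 simulations in which no genotype differed from jeps in its response, 57.5% ± 0.61 (SD) of the combinations had consistent signs after regularization, from an average of 3212 combinations. In 3 simulations with the fitted single sector terms given random signs, the share was 22.8% ± 0.644. Before regularization, all 4 single sector terms had the same sign in 41.2% of the 11304 combinations, against 40.0% ± 0.406 in 10 simulations with no difference from jeps and 24.6% ± 0.604 in 10 with random signs.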

Among the 7533 gene:time combinations, 22% of them were consistently non-negative, and 46% of them were consistently non-positive: in total 68% of the gene:time combinations had consistent signs across the single sector contributions. Given numerous literature cases that document antagonism between many of these sectors (JA and SA, JA and ET, SA and ET [29–33]), our analysis suggests that the source of these antagonisms is likely mediated by interactions for most of the flg22-responsive and network-dependent genes.

**Fig 2:**
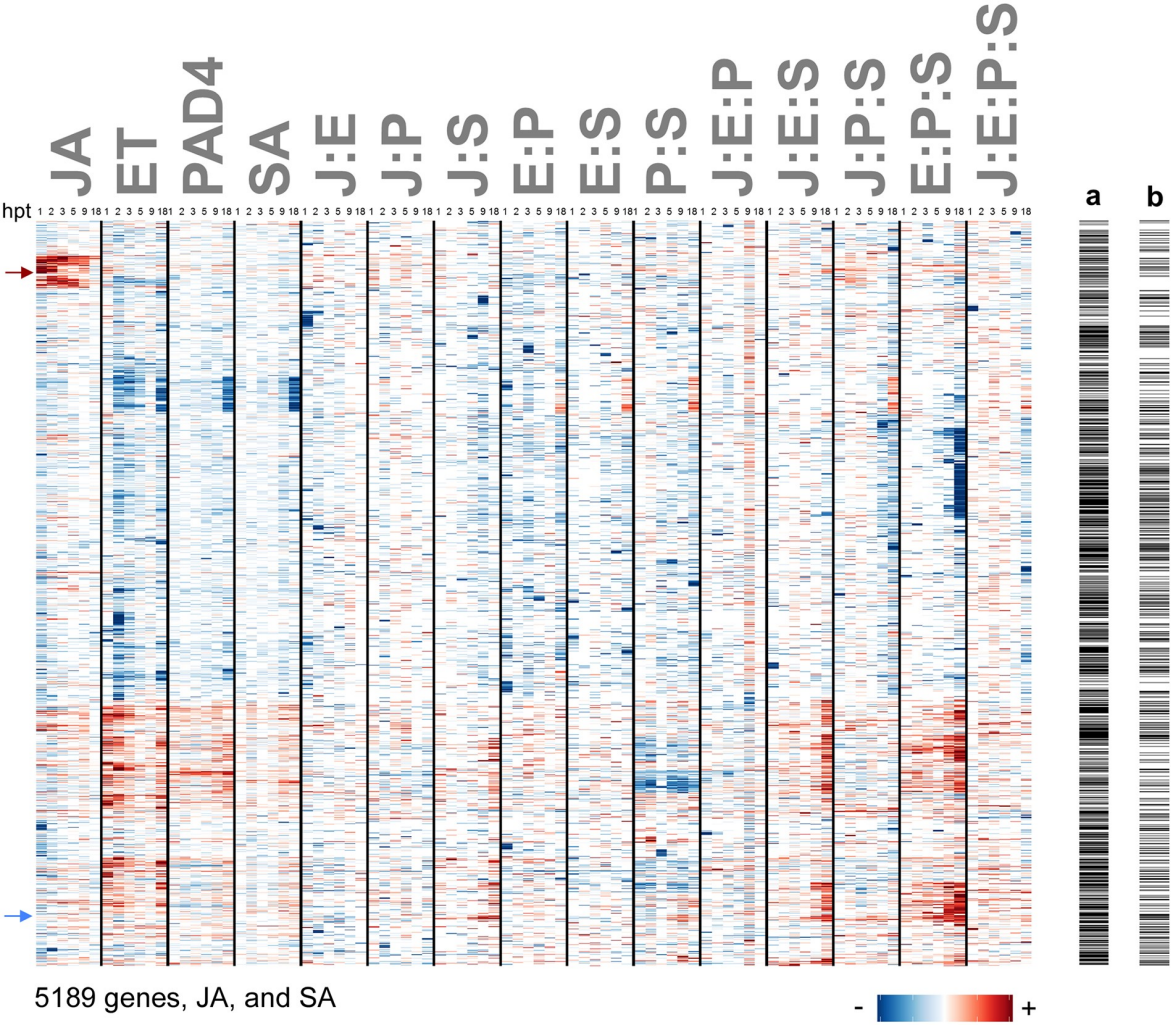
Network sector interactions are common in the regulation of the transcriptome response change to flg22 treatment. Note that even three- and four-sector interactions are common. A heatmap is shown for hierarchical clustering of 5189 flg22-responsive and network-dependent genes and the two hormones SA and JA (rows); clustering is based on their signaling allocations (columns). The signaling allocation model for each gene or hormone at all time points was regularized using lasso and the stringency of regularization was selected based on the AICc. The sign and magnitude of the signaling allocation contributions are indicated by color and intensity; red and blue for positive and negative, respectively; allocations removed by regularization are set to zero—visually they are white. Allocations were calculated for each gene or hormone from the transcript or hormone response changes through the time-series 1, 2, 3, 5, 9, and18 hours post treatment (hpt); 6 minor columns representing the 6 time points post treatment follow each other consecutively within each major column. Individual sector contributions are shown in the first four major columns and are indicated as JA, ET, PAD4, and SA. Sector interactions are shown in the rest of the major columns and indicated using ‘:’ with single letter notations of the sectors, for example the interaction between JA and ET is denoted ‘J:E’. Columns a and b on the right are indicator columns that mark, with black rows, (a) the 2979 genes whose transcript response relative to wild type is buffered in all single-sector mutants (*dde2*, *ein2*, *pad4*, and *sid2*), and (b) the 1564 genes whose transcript response relative to wild type is buffered in all single and double- sector mutants (*dde2*, *ein2*, *pad4*, *sid2*, *dde2 ein2*, *dde2 pad4*, *dde2 sid2*, *ein2 pad4*, *ein2 sid2*, and *pad4 sid2*). Red and blue arrows on the left of the heatmap indicate the rows corresponding to free JA and free SA, respectively. The 5189 flg22-responsive and network-dependent genes were selected according to the procedure described in the Materials and Methods. Signaling allocation rows were scaled for better visualization using the most extreme value of each row.

The robustness of the signaling allocation results was investigated by applying different stringencies of lasso regularization. S3 Fig panels A and B show the results with no regularization and with regularization whose stringency was selected based on Bayesian Information Criterion (BIC). The row orders of the genes and hormones in the heatmaps are the same in S3 Fig as in Fig 2. BIC-selected stringency is higher than the AICc-selected one, which was used for Fig 2, and use of BIC-selected stringency results in fewer non-zero terms in general. 

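The AICc-selected models of the 1884 genes held 66917 nonzero terms, with a median of 32 of 90 per gene, and the BIC-selected models held 33347, with a median of 12. At least 1 interaction of 2 sectors was nonzero in 92.5% of the genes with AICc and 52.6% with BIC. The corresponding shares were 98.8% and 79.1% for interactions of 3 sectors, and 65.5% and 27% for the interaction of 4 sectors. In simulated counts with single sector terms and no interactions, the shares for 2, 3 and 4 sectors were 99.7%, 98.8% and 88.2% with AICc and 78%, 70.7% and 48.5% with BIC.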

Major red and blue patterns in the heatmaps are well conserved at all three stringencies of regularization. This conservation is also clear when the non-zero signaling allocation values are compared among the unregularized, AICc-selected, and BIC-selected stringencies (S3 Fig panels C-E). This conservation of the patterns demonstrates the robustness of the signaling allocation results during regularization. It should be noted that regularization is not unbiased regarding the terms in the signaling allocation model. For example, the J:E:P:S interaction term is included only for the data from wild type, while the JA single sector contribution term is included for the data from eight genotypes that have the JA sector functional: i.e., the JA single sector contribution term tends to have a higher statistical power than the J:E:P:S interaction term. Therefore, lasso regularization tends to remove higher order interaction terms more than single sector contribution terms. 

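Across the 66917 terms that were nonzero with AICc, Pearson's correlation with the unregularized values was 0.834, and 89.2% had the same sign. Across the BIC-selected terms the correlation with the unregularized values was 0.890, with the same sign in 89.9%. Terms nonzero with both AICc and BIC numbered 32756, with the same sign in 97.3%. These correlations are across terms and genes fitted to the same libraries, which are not independent replicates.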

Considering this bias in regularization, it is remarkable that major heatmap patterns conserved with the BIC-selected regularization stringency include several patterns in higher order interaction terms.

The bulk of the flg22-responsive and network-dependent transcriptome required substantial sector interactions to explain transcript behavior, including three- and four-sector interactions. 

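Of the 1884 genes with a signaling allocation, 99.4% had at least 1 nonzero interaction term in the AICc-selected models. The share was 83.7% in the BIC-selected models. In the unregularized models, where a term was counted when its q-value was under 0.05, it was 67.0% of the 1884 genes and 77.3% of the genes with any term. In simulations that kept the fitted single sector terms and set every interaction to 0, the share was 100% ± 0.0306 (SD of 3 simulations) with AICc, 85.7% ± 1.2 with BIC and, without regularization, 90.1% ± 0.689 (10 simulations) of all genes and 91.1% ± 0.6 of those with any term. None of these shares in the data was above its share in these simulations. All these models take the levels at 0 h as known. When their error was included in the unregularized models, a choice made after seeing the data, 145 genes had a term with a q-value under 0.05. Of these, 27.6% had an interaction term, against 5.7% ± 1.05 in the simulations, and over all 1884 genes the shares were 2.12% and 1.48% ± 0.297. Counted over single interaction terms it went the other way. In the data 4.04% of them had a p-value under 0.05 before adjustment, against 5.08% ± 0.107 in the simulations.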

Of the 5189 genes and two hormones, 99.5% had at least one interaction allocation after regularization. The relative net contribution of the sector interactions in the wild-type transcript response changes was evaluated. The relative net contribution of the interaction terms was calculated as the ratio of the value explained by all the sector interaction terms to the total transcript response change in wild type. Since there are cases, such as a large net positive contribution from the single sector terms and a large net negative contribution from the sector interaction terms for a positive transcript response change, the ratio value could take a value outside the range of [0,1], including a negative value. The value 0 indicates no net contribution from the sector interaction terms while the value 1 indicates no net contribution from the single sector terms. Fig 3 shows the distribution of the relative net contribution of the sector interactions across the genes/hormones at 6 time points. The results from the unregularized models (S3 Fig, panel A) were used in this analysis to avoid the bias against higher order interaction terms discussed above. Since the distribution is a compilation of the signaling allocations for all the genes and hormones at all time points, random errors in allocation results from the unregularized models should be averaged out in the distribution. 

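The transcript response change in JEPS relative to jeps was above 1 on the log2 scale in 4223 of the 11304 gene:time combinations, and the relative net contribution of the interactions was computed in these cases from the unregularized models. Its median was -0.216, with quartiles of -0.835 and 0.328. The absolute ratio was under 0.5 in 44.3% of the cases. From single replicates it was under 0.5 in 28.3%, 31.9% and 30.7% of the cases. In 10 simulations that kept the fitted single sector terms and set every interaction to 0, the share was 54.0% ± 0.577 (SD), against 44.2% in the same calculation on the data. Over the alternatives that changed 1 choice, the share ranged from 38.6% without replicate 2 to 50.6% when cases were required to have a response change above 2. A pair of choices made after seeing the data, the filter that keeps 18750 genes with the paper's model, gave 35.2%.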

Only in 36% of the cases was the absolute value of the net interaction contribution less than half of the wild-type expression response ([-0.5, 0.5], red arrow interval), indicating strong contributions of sector interactions in determining the wild-type response change. 

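The net contribution of the interactions had the opposite sign from the response change of JEPS in 59.7% of the 4223 cases. Computed from each replicate alone, the share was 64.3%, 57.8% and 62.1%. Because the single sector terms and the response change share the jeps libraries, noise in jeps pushes this ratio below 0: in the 10 simulations without interactions, 55.3% ± 0.926 (SD) of the cases had the opposite sign, against 59.5% for the data in the same calculation. The share differed between time points. It was 66.4% of 706 cases at 1 h, 74.3% of 880 at 2 h, 76.6% of 529 at 3 h, 67.5% of 381 at 5 h, 60.6% of 545 at 9 h and 34.3% of 1182 at 18 h.

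**Figure D1:**
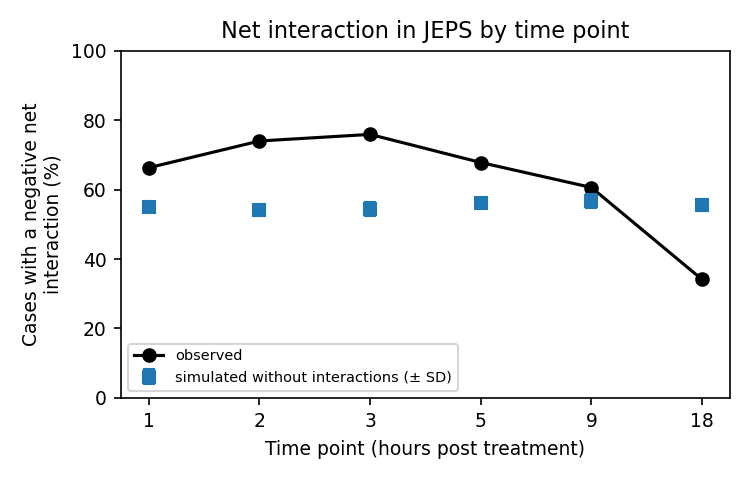
The percentage of cases with a negative net interaction in JEPS (y axis) is plotted at each time point in hours post treatment (x axis). Black points are the data, in the calculation used for the simulations, and blue squares are the mean ± SD of 10 simulations without interactions. The data points run from 66.3 at 1 h through 75.9 at 3 h to 34.1 at 18 h, and the simulated means stay between 54.2 and 56.8.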

Sixty-one percent of the cases had negative net contributions of the interactions (i.e., an opposite sign from that of the wild-type transcript response change, blue shaded area under the curve), suggesting that network buffering is prevalent among the genes.

**Fig 3:**
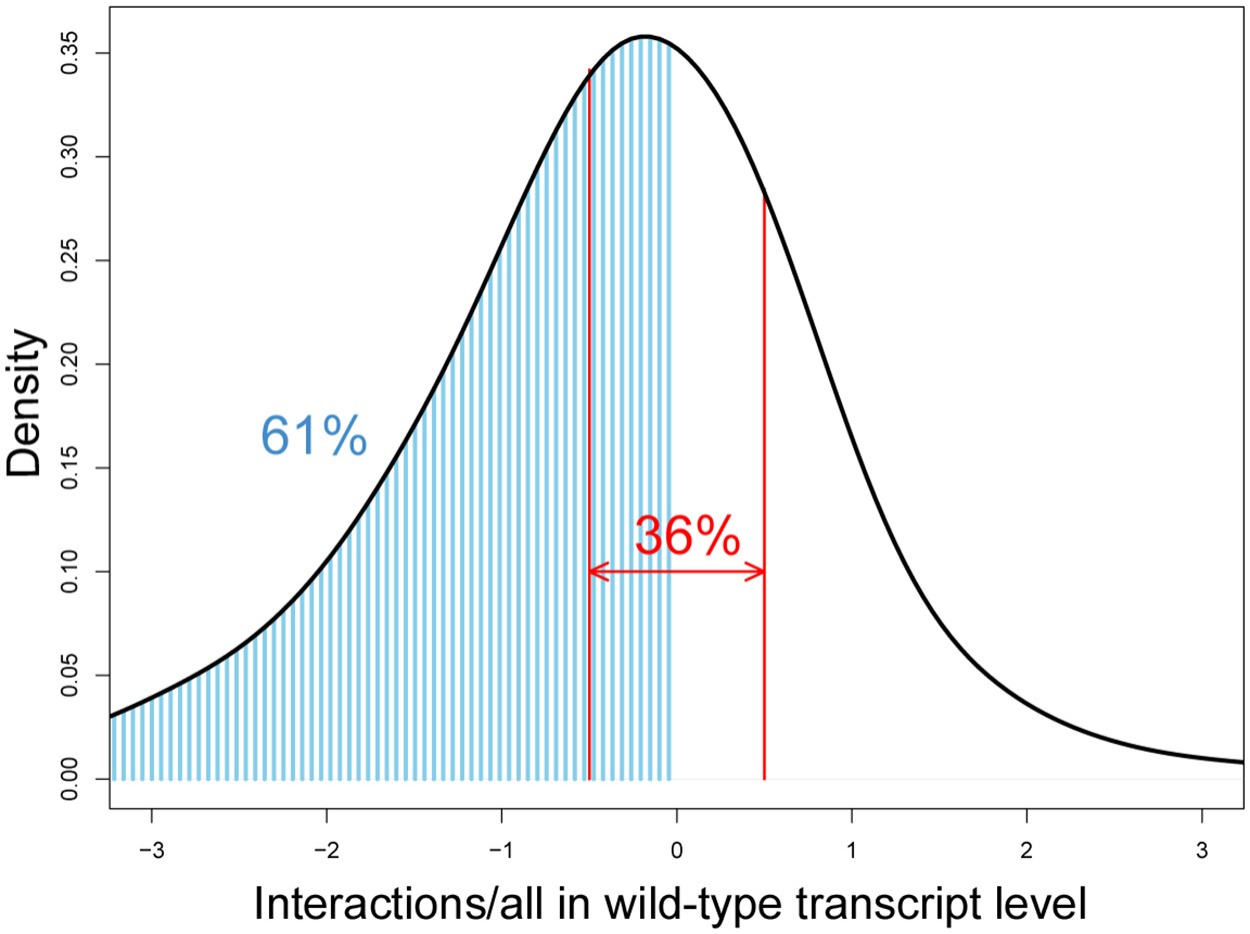
Network sector interactions control a major part of the wild-type transcript and hormone response changes. The relative net contribution of the sector interactions, which is the fraction of the summed sector interaction contributions in the wild-type transcript response change, was calculated for each gene/hormone at every time point. The cases in which the wild-type response change was less than 2-fold were omitted to avoid extreme errors in calculation of the fraction. The signaling allocation values from the unregularized model were used. The distribution of the calculated fractions is shown. When the sign of the interaction contribution is the same as or the opposite from that of the wild-type response change, the ratio has a positive or negative value, respectively. In 36% of the cases, the absolute value of the net interaction contribution is smaller than half of the wild-type response change (red arrow interval). In 61% of the cases, the net interaction contribution is negative (blue shaded area under the curve).

We have previously demonstrated that regulation of both a phenotypic output of this network (inhibition of pathogen growth), as well as core network activity (the regulation of four sector activity markers, one for each of the JA, ET, PAD4, and SA sectors), is complex [11,18]. Here we expand that observation, noting that transcript response changes of thousands of flg22-responsive and network-dependent genes were causally driven by interactions among the JA, ET, PAD4, and SA signaling sectors. Interactions among network components are an essential feature of any network that exhibits strong network buffering.

### More than half of the flg22-responsive and network-dependent genes are well buffered

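Response differences from JEPS were tested in each of the 15 other combinatorial genotypes, and calls were counted among the 1884 genes with a signaling allocation. The dde2 mutant had 117 affected genes, with a lower response than JEPS in 98 and a higher response in 19. The ein2 mutant had 141, pad4 had 7 and sid2 had 58. No single mutant was called in 1582 genes, 84% of the 1884. A missing call means that a difference was not detectable with these libraries and this model: the median absolute response difference from JEPS was 0.38 in dde2, 0.48 in ein2, 0.28 in pad4 and 0.34 in sid2, of the size of its standard error. Over the alternatives that changed 1 choice, the number without a call ranged from 615 of 719 genes without replicate 1 to 2799 of 5141 with the term for sequencing lane. It was 2641 of 4354 with the paper's negative binomial model. Both left a smaller share of the genes without a call. With the lane term dde2 had 832 affected genes, ein2 1325, pad4 272 and sid2 831.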

Among the 5189 flg22-responsive and network-dependent genes, 2977 genes were fully buffered—they showed no significant transcript response change relative to the wild type response in any single-sector mutant (black rows in Fig 2 column a indicate these 2977 genes; summary in Fig 4A); deeper network perturbations were required to show disturbances in network response. Furthermore, 1564 of these 2977 genes showed no significant transcript change in any double mutants either (black rows in Fig 2 column b indicate these 1564 genes; summary in Fig 4B). Yet these genes with clear network buffering had rich signaling allocation signatures (Fig 2). Thus, despite their lack of response changes in single- and double-sector mutant genotypes, these genes may be key players in plant immunity because they were clearly regulated by the network, each responded strongly to an immune stimulus (flg22), and these responses were highly buffered from potential pathogenic perturbations: they remained like those of wild type despite network perturbation. 

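In 1173 of the 1884 genes, 62.3%, neither a single nor a double mutant was called. With the paper's negative binomial model the number was 1469, the highest of the alternatives that changed 1 choice, but a smaller share of a larger set of genes. With the term for sequencing lane it was at most this number among 5141 genes, again a smaller share. The 6 double mutants had 136 to 369 affected genes, with the fewest in jEPs and the most in JePs, and jeps had 709. Of the 1173 genes, 238 were affected in jeps, and their AICc-selected models held a median of 28 nonzero terms. For the genes without a change in any single mutant, the paper reasons that deeper network perturbations were required to show disturbances in the network response.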

As the black rows in columns a and b in Fig 2 do not show obvious patterns, these genes strongly buffered are not associated with particular signaling allocation patterns. This indicates that the network includes multiple compensatory interactions that together buffer the transcriptome response as a whole.

**Fig 4:**
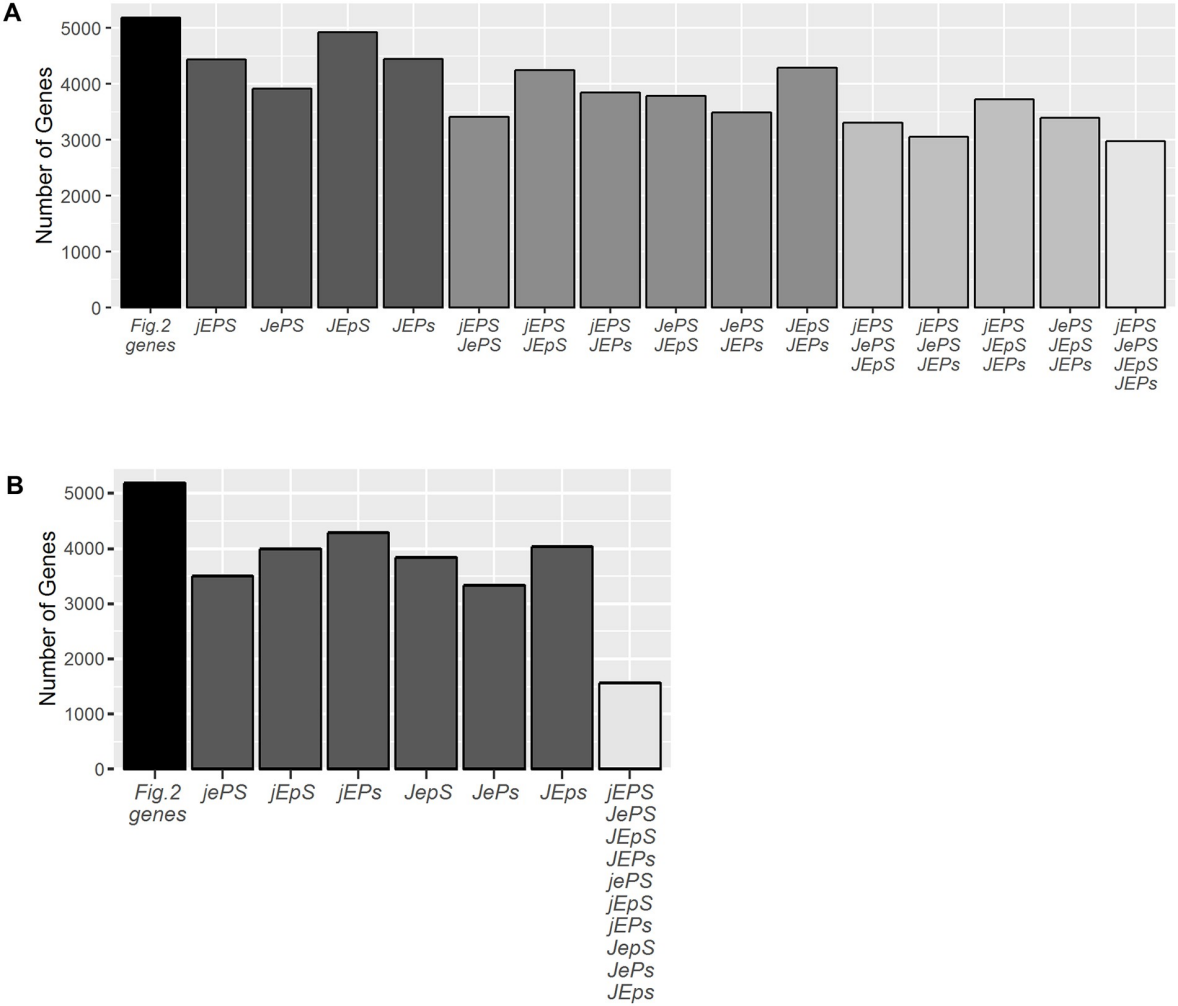
The responses of many genes to flg22 treatment are highly buffered by the network. (A) The number of the 5189 genes with buffered transcript response changes in each single-sector mutant, and in multiple single sector mutants. The first bar represents the genes in Fig 2; the last bar represents genes buffered in all single sector mutants (2977 genes). (B) The number of the 5189 genes with buffered transcript response changes in each double-sector mutant, and (last bar) the number of genes buffered in all single and double-sector mutants (1564 genes). Combinatorial sector genotypes are labeled using a concise genotype notation that indicates the presence (uppercase) or absence (lowercase) of the sectors JA, ET, PAD4, and SA. *dde2-2*, *ein2-1*, *pad4-1*, and *sid2-2* were used to remove the JA, ET, PAD4, and SA sectors, respectively. For example, the *dde2-2 pad4-1* double mutant is denoted as *jEpS*.

### The four sectors show contrasting patterns of network dependence

While the major immune hormones, SA and JA, are both involved in the immune response to flg22 stimulus, the ways in which these hormones are activated and modulated by the rest of the JA-ET-PAD4-SA network are profoundly different. Induction of free JA hormone levels was nearly entirely dependent on only the JA individual sector contribution (Fig 5A). Dependence mainly on the JA sector is also seen as a pronounced signaling allocation pattern among the transcript responses: a set of 102 genes existed for which the main signaling allocation was JA alone (Fig 6A). In contrast, SA hormone levels could not be induced by flg22 independent of the other sectors; free SA was entirely dependent on the network for its induction (Fig 5D). 

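In the AICc-selected models, 45 genes had a JA term at least 1.6 times as large as every other term. It was positive in 41 of them, largest at 1 h in 24 genes, at 2 h in 12 and at 3 h in 7, and its median absolute value was 2.04. DDE2, the gene that dde2-2 disrupts, met this rule. Its JA term was 3.69 at 2 h (standard error 0.18), and its largest other term was E:P at 2 h, -1.26. Standard errors of AICc-selected terms, here and below, leave out the error of the levels at 0 h and the choice of terms. FAMT (AT3G44860, chromosome 3, 16379571 to 16381434) had the largest JA term, 5.25 at 1 h (standard error 0.16). Its normalized count in JEPS rose from 260.9 ± 64.3 (SD, n = 3) at 0 h to 7380 ± 1334 at 1 h, and in Jeps, where only the JA sector is intact, from 193.4 ± 21 to 6592 ± 730.7. In jEPS it was 111.8 ± 24.7 at 0 h and 61 ± 28.6 at 1 h. CLH1 (AT1G19670, chromosome 1, 6803486 to 6805092) had a JA term of 4.76 at 1 h (standard error 0.28), and AT1G66100 (chromosome 1, 24605538 to 24606722) a JA term of 4.31 at 18 h (standard error 0.20). Neither had risen in JEPS at that time. The normalized count of CLH1 was 500.3 ± 75.8 at 0 h and 388.5 ± 170.8 at 1 h in JEPS, and fell from 267.1 ± 69.9 to 9.88 ± 3.2 in jeps. That of AT1G66100 fell between 0 h and 18 h from 2372 ± 283.1 to 124.1 ± 20.2 in JEPS and from 2443 ± 308.7 to 118.7 ± 52.2 in jeps, and was 4277 ± 481.7 at 18 h in Jeps. Over the alternatives that changed 1 choice, the number ranged from 16 without replicate 1 to 76 in unregularized models.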

Consistent with this, for no genes was the SA individual sector contribution the dominant signaling allocation (Fig 6D). Although there were seven genes that appeared to be in this category, these were likely all artifacts of too stringent regularization in the AICc-selected signaling allocation analysis since the unregularized results did not show any similar signaling allocation patterns (S4 Fig). 

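The AICc-selected models gave 1 gene with the SA term at least 1.6 times as large as every other term, and it was SID2 (EDS16, AT1G74710), the gene that sid2-2 disrupts, named here after its values were seen. Its SA term was 4.15 at 5 h (standard error 0.18, with the levels at 0 h taken as known). Its normalized count at 5 h was 853.6 ± 223.3 (SD, n = 3) in JEPS, 1401 ± 83.8 in jepS and 16 ± 3.16 in JEPs. In the unregularized model of SID2 another term was larger than SA. Unregularized models gave 7 genes when only terms with a q-value under 0.05 were counted.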

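The JA term was also the largest term without regularization in 41 of the 45 genes selected for JA. For ET this held in 43 of 49 genes. No gene was selected for PAD4 in the AICc-selected models, 1 was in the BIC-selected models, and 12 were in the unregularized models.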

There was no such obvious discrepancy in the allocation patterns between the AICc-selected and the unregularized for the genes selected for the JA, ET, or PAD4 sector alone (Fig 6A–6C).

**Fig 5:**
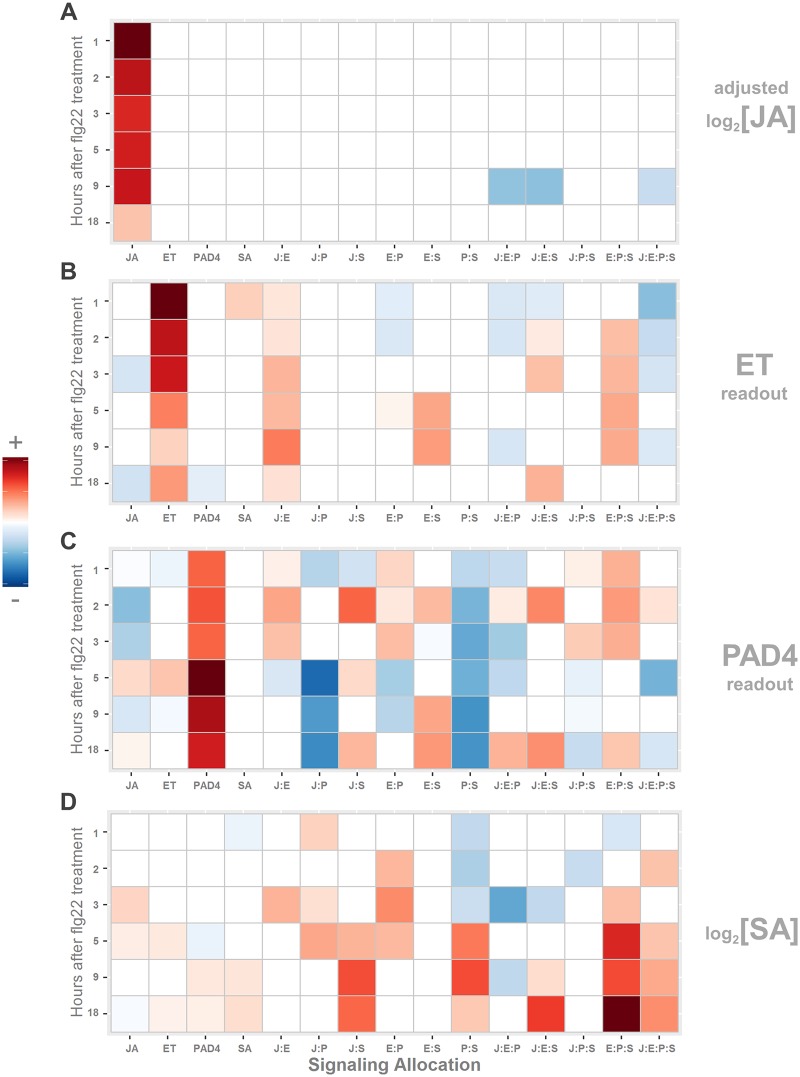
SA hormone induction completely depends on the other sectors. JA and ET hormone induction by flg22 is, on the other hand, mostly independent of the other sectors. Signaling allocations for responses of the following after flg22 treatment are shown: (A) adjusted log_2_ free JA hormone concentrations, (B) transcript levels of the ET sector marker gene *ARGOS*, (C) transcript levels of the PAD4 sector marker gene AT4G04500, (D) log_2_ free SA hormone concentrations. The notations for the signaling allocations are the same as those in Fig 2. The sign and magnitude of the signaling allocation contributions are indicated by color and intensity; red and blue for positive and negative, respectively; values for allocations removed by regularization are set to zero—visually they are white. Hormones and genes were individually scaled for better visualization using the most extreme value of each panel (sector). The time-course levels and responses of these sector activities in 17 genotypes are shown in S1 Fig.

**Fig 6:**
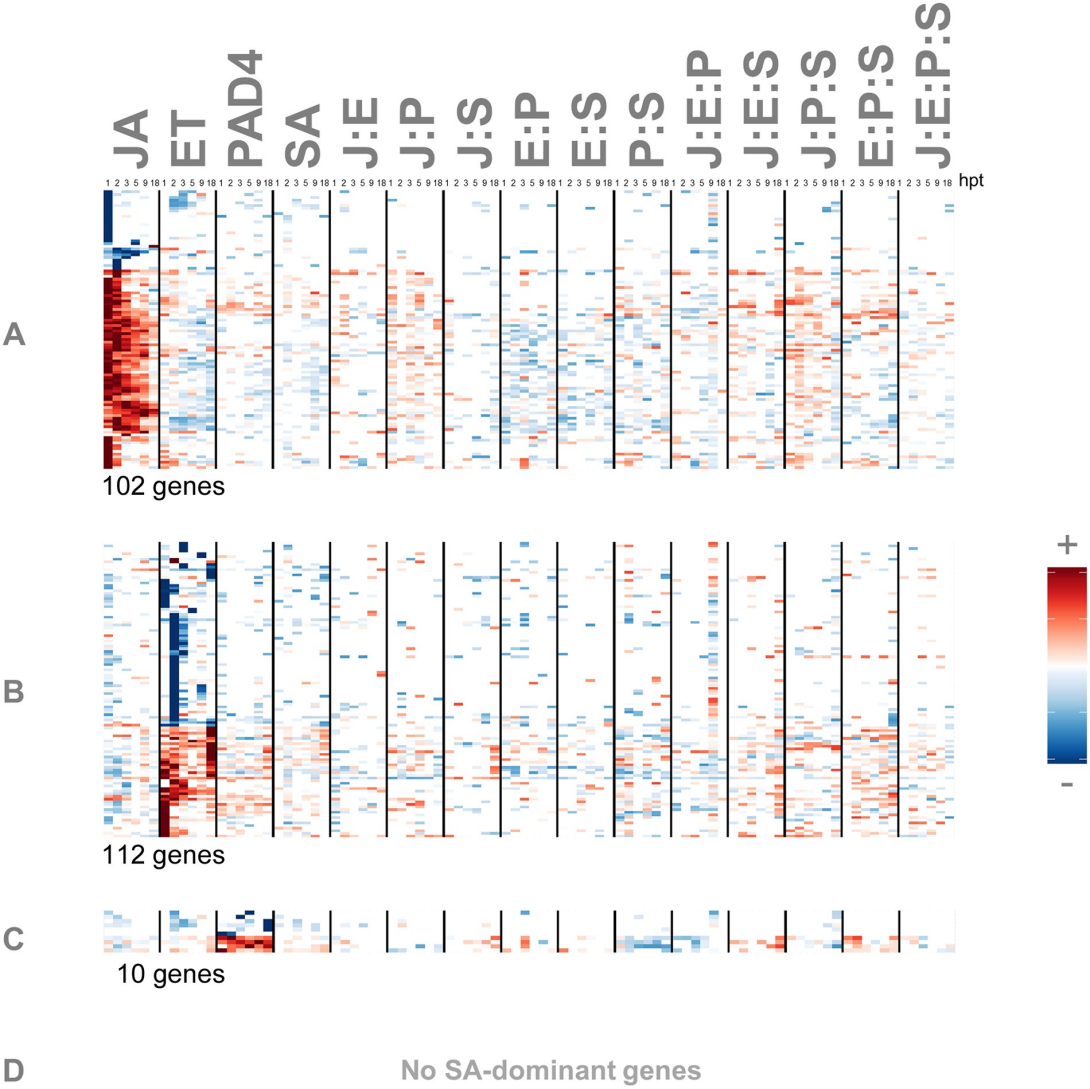
No genes are regulated by the SA sector alone. Genes whose transcript expression level responses are predominantly controlled by a single sector alone were selected for the (A) JA, (B) ET, (C) PAD4, and (D) SA sectors. For these genes, the maximum individual sector contribution is at least 1.6 times greater than all other contributions to each signaling allocation. The signs and magnitudes of the signaling allocation contributions are indicated by color and intensity; red and blue for positive and negative, respectively; insignificant values are set to zero—visually they are white. Allocations were calculated for each gene or hormone from the transcript or hormone response changes through the time series 1, 2, 3, 5, 9, and18 hours post treatment (hpt); 6 minor columns representing the 6 time points post treatment follow each other consecutively within each major column. The notations of the contribution labels are the same as those in Fig 2. Rows were individually scaled for better visualization using the most extreme value of each row.

Network regulations of the ET hormone response to flg22 resembled that of JA. 

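ARGOS (AT3G59900, chromosome 3, 22129505 to 22130472) had no reads in 27 of the 119 groups and did not pass the filter on low counts, so its counts are given instead of a fitted value. At 1 h the means of the 8 combinatorial genotypes with EIN2 were 211.5 to 453.4 normalized counts. The means of the 8 genotypes with ein2-1 were 0 to 8.77, and none of these 24 libraries had more than 3 reads. The genotypes with EIN2 were higher in a permutation test over the 16 genotype means, which was chosen after the values were seen (exact, two-sided p = 1.55e-04, the smallest that the 12870 splits allow). In jEps, in which only the ET sector is intact, the count rose from 9.16 ± 4.58 (SD, n = 3) at 0 h to 453.4 ± 82.3 at 1 h. In fls2 it was 51.9 ± 29.5 at 1 h and 1.52 ± 2.64 at 5 h, when JEPS had 54.1 ± 28.7.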

Induction of ET hormone levels, estimated by the transcript level of the ET sector activity marker *ARGOS*, was nearly entirely dependent on the ET sector alone (Fig 5B). 

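AT3G16530 (chromosome 3, 5624326 to 5625519) had 5542 to 6881 normalized counts at 1 h in the 8 genotypes with EIN2 and 1854 to 2702 in the 8 with ein2-1, from 179.8 to 386.8 and 328.0 to 561.7 at 0 h. Its ET term without regularization was 2.78 at 1 h (standard error 0.47, adjusted p = 1.13e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 90 terms of the gene), 2.57 at 2 h, 1.98 at 3 h and 1.81 at 5 h, and these were its only terms with an adjusted p-value under 0.05.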

Similar results were seen with another ET sector activity marker (AT3G16530; S5 Fig, panel A). The transcript level of *ARGOS* is likely a reliable readout of the plant response to the ethylene hormone since (I) it showed no response in any *ein2*-containing genotypes (*ein2-1* abolishes ET response phenotypes [15]), (II) it is a direct target of the major transcriptional regulator of ethylene responses, *EIN3* [34], and (III) it responds strongly and quickly to exogenously applied ACC [35–37] (ACC is an ethylene biosynthetic precursor). 

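The ET term was at least 1.6 times as large as every other term in 49 genes of the AICc-selected models. It was positive in 22 and negative in 27, with a median absolute value of 1.17, and was largest at 1 h in 16 genes, at 2 h in 20, at 3 h in 6 and at 18 h in 6. AT1G15670 (chromosome 1, 5389952 to 5391672) had the largest ET term, 3.03 at 18 h (standard error 0.18, with the levels at 0 h taken as known). Its normalized count rose between 0 h and 18 h from 5.99 ± 6.83 (SD, n = 3) to 301.6 ± 47.4 in jEps and from 10.3 ± 14.2 to 39.1 ± 15.3 in jeps. The ET term was 2.81 at 2 h (standard error 0.18) for AT5G10695 (chromosome 5, 3377652 to 3378221) and 2.41 at 18 h (standard error 0.17) for AT1G19020 (chromosome 1, 6568002 to 6568705). The number of such genes was 13 without replicate 1 and 237 in unregularized models, the extremes of the alternatives that changed 1 choice.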

As with JA, dependence mainly on the ET sector is a clear signaling allocation pattern among the transcript responses: 112 genes exist whose transcript response changes relative to the quadruple mutant response were almost entirely dependent on the ET individual contribution (Fig 6B).

Flg22 activation of the PAD4 sector showed a network dependence intermediate between those of SA and JA. 

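AT4G04500 (chromosome 4, 2238370 to 2240921) had no reads in 121 of the 357 libraries and did not pass the filter on low counts. Its normalized count in JEPS was 5.45 ± 1.61 (SD, n = 3) at 0 h, 67.1 ± 44.7 at 2 h and 79.8 ± 28.6 at 18 h. In JEpS it was 8.07 ± 8.35 at 2 h and 22.9 ± 0.834 at 18 h, and in jeps it had at most 2 reads in any library. In jePs, where only the PAD4 sector is intact, it rose to 163.3 ± 86.9 at 9 h.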

PAD4 sector activation depended partly on the PAD4 individual sector contribution, but was also significantly affected by interactions among the sectors (Fig 5C). The PAD4 sector activity was monitored via the transcript level of a sector marker gene (AT4G04500) that passed strict criteria for abolished activity in *pad4*-containing genotypes. One striking feature of the PAD4 signaling allocation is strong negative P:S interactions (Fig 5C). This is because the main difference in the marker transcript levels between *jePs* and *jePS* is that *jePS* has a much higher basal level (0 hpt) while the induced levels are not that different (S1 Fig, panel E). Consequently, *jePS* has a much lower response than *jePs*. 

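At 0 h the normalized count of AT4G04500 was 83.9 ± 54.1 (SD, n = 3) in jePS, from 4 to 24 reads per library, and 5.56 ± 4.81 in jePs, from 0 to 1 reads. After treatment the mean of jePS was above that of jePs at every time point. The counts lay within their replicate error of each other at 2 h (155.0 ± 108.6 and 60.7 ± 41.6) and 3 h (107.8 ± 48.8 and 63.5 ± 34.2). The same held at 9 h (223.5 ± 90.1 and 163.3 ± 86.9) and 18 h (143.1 ± 62.8 and 112.3 ± 83.9). At 1 h and 5 h jePS was higher by more than the replicate error. The counts were 205.1 ± 53.6 against 30.4 ± 27.0 at 1 h and 173.6 ± 26.3 against 72.2 ± 20.6 at 5 h. With 3 libraries against 3, an exact test cannot give a two-sided p-value under 0.1.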

(S1 Fig, panel F), which is the reason for the strong negative P:S interactions. Another candidate PAD4 sector activity marker gene shows similar network dependence (S5 Fig, panel B). 

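For AT4G21840 (chromosome 4, 11586980 to 11588373), which also failed the filter on low counts, jePS had 109.2 ± 38.2 normalized counts (SD, n = 3) at 0 h, from 10 to 35 reads per library, and no jePs library had a read. At 9 h the counts were 81.8 ± 47.7 in jePS and 65.6 ± 32.3 in jePs, and at 18 h they were 104.9 ± 24.3 and 101.2 ± 110.0. In the 8 genotypes with pad4-1 the highest mean was 8.86, in JEps at 1 h.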

We used these sector activity gene candidates to monitor the PAD4 sector since no method is known to directly monitor the activity of the PAD4 protein.

Activation of the four different summarized network sectors, JA, ET, PAD4, and SA, by flg22 treatment was largely consistent with our previous sector activity modeling results for MAMP-triggered PTI [18]. Those results are: the JA, ET, and PAD4 sectors are activated by flg22-responsive signaling from outside the network; flg22 activation of SA is entirely indirect—activation occurs through the other sectors of the network. These relationships are included in Fig 7. However, the diagram in Fig 7 does not contain information about interactions among multiple inputs to a signaling sector (i.e. information from higher-order interactions): e.g., how the inputs from the JA, ET, and PAD4 sectors interact in controlling the SA sector response. It should be noted that while this type of diagram explains signal flows between sectors in isolation from the other sectors, it has limited use in predicting behaviors of the intact network.

**Fig 7:**
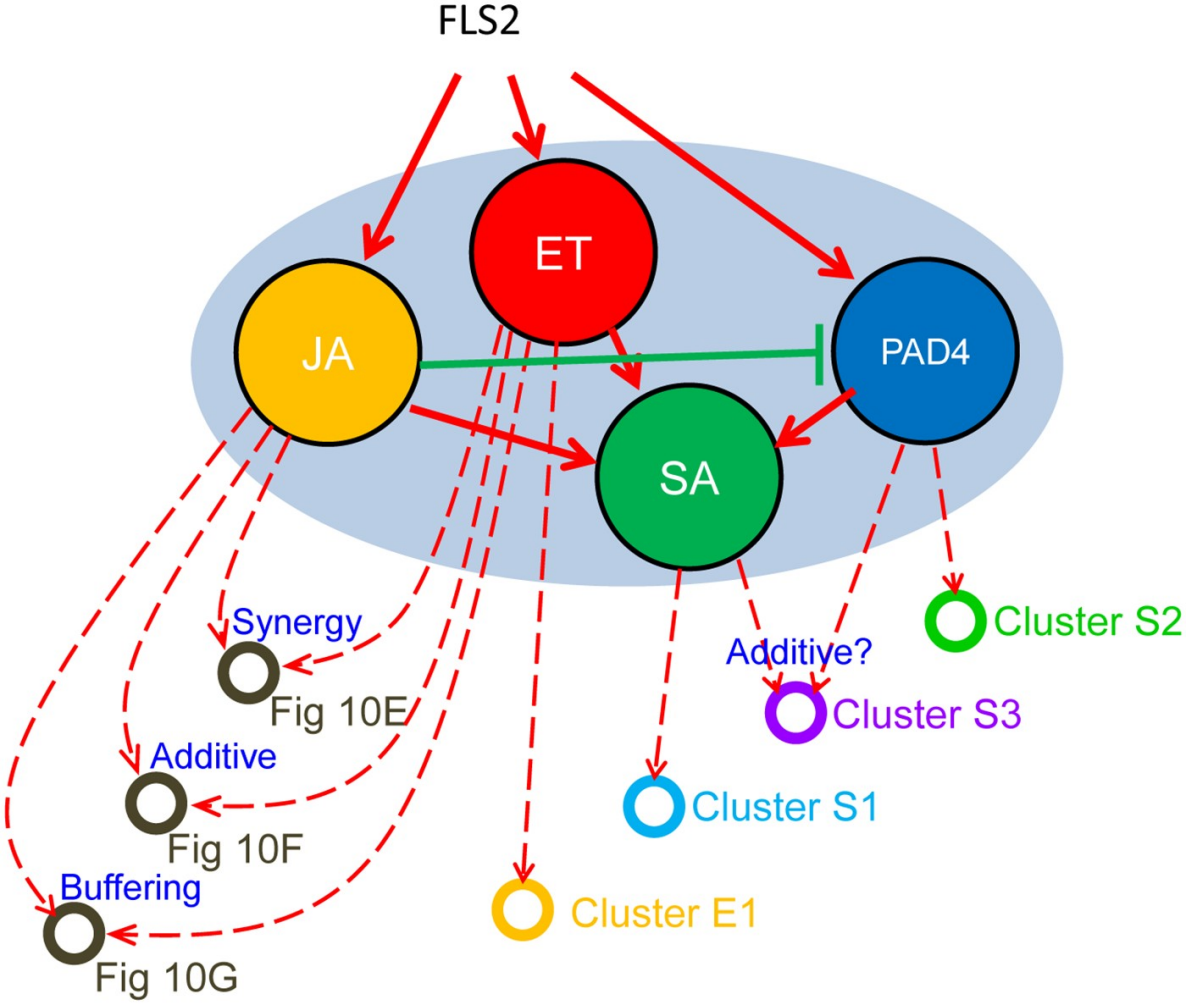
Signal interactions occur within the 4-sector network and downstream to the network. Some of the signal flows between the signaling sectors and signal interaction among the sector outputs are schematically depicted. The signal flows into the network and among the 4-sectors are shown by solid arrows in red (activation) and green (inhibition). Some output signal flows from the 4 sectors that regulate the transcript response are shown by dashed arrows in red (activation). The types of interactions are indicated at the arrow-converging nodes (synergy, additive, and buffering). The signaling allocations of the genes representing the nodes are shown in the indicated Figs or the clusters in Figs 8 and 9.

Importantly, sector-interaction contributions to signaling allocations have two different sources: interactions within the 4-sector network, and those that occur downstream of the network (e.g., when signals from multiple sectors are integrated for regulation of some transcript responses, but this integrated signal is not fed back to influence the activity states of the sectors). For example, since free JA and the ET sector marker genes have simple signaling allocation signatures, a J:E interaction must involve signal integration downstream of the JA-ET-PAD4-SA network. For SA and PAD4, however, the sector responses are themselves regulated in a complex manner; interaction terms that include ‘S’ or ‘P’ could depend on interactions within the network, downstream of the network, or both. Note that genes that follow SA regulation (Fig 8 cluster S1) are driven by complex network interactions, and yet the mechanistic interpretation is simple: these genes largely respond to free SA (Fig 7).

**Fig 8:**
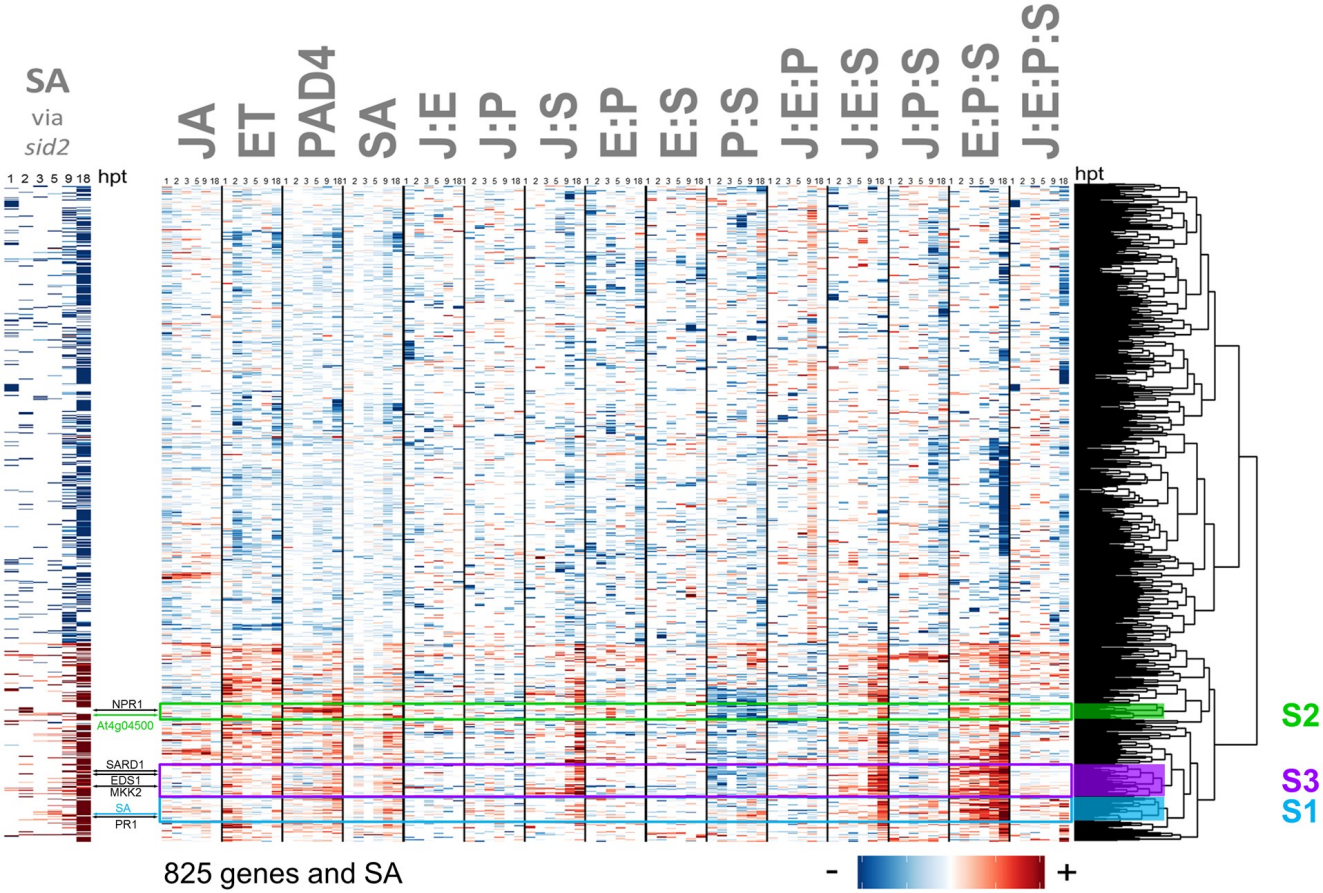
Network reconstitution reveals multiple regulatory mechanisms controlling expression of the traditionally-defined SA-dependent genes. Signaling allocations are shown for the 825 genes that had a significant transcript level change in *sid2* relative to the transcript level in wild type among the 5191 flg22-responsive, network-dependent genes/hormones. The left panel shows the strength of a traditionally-defined SA response: those with decreased and increased transcript levels in the single sector mutant compared to wild type are shown by red and blue bars, respectively. For genes that are positively regulated by SA according to this traditional definition (red rows in the left panel), the network reconstitution revealed multiple regulatory patterns, which include genes whose regulation closely followed that of SA (sky blue arrow), and thus were regulated almost entirely by network interactions (cluster S1, sky blue) and those that share a regulatory pattern with the PAD4 sector activity marker AT4G04500 (green arrow; cluster S2, green). Some of the genes whose expression is well known to be affected by SA, *NPR1*, *SARD1*, *EDS1*, *MKK2*, and *PR1*, are also indicated by black arrows. The cluster including *SARD1*, *EDS1*, and *MKK2* (cluster S3, purple) appears to be a mixture of characteristics of clusters S1 and S2. Cluster S3 genes may be mainly regulated by additive effects of the SA and PAD4 sectors. Although the *SID2* gene itself is very close to the bottom of the heatmap, below cluster S1, and the *PAD4* gene is slightly above cluster S2 in the heatmap, the data for the transcript levels of these genes cannot be properly interpreted in this dataset since each of these genes is mutated by design in half of the combinatorial genotypes.

### Network reconstitution revealed unexpected patterns of transcriptional and hormone regulation

Antagonism between SA and JA is widely reported [29–31]. In contrast to these observations, we previously reported that induction of SA absolutely requires the JA sector after flg22 treatment when the PAD4 sector is absent [18]. Here we report that, consistent with our previous discovery, both the SA hormone and the entire suite of genes whose regulation closely followed that of free SA (Fig 8, cluster S1) have strong positive J:S and J:E:S allocations at a later time point (18 hpt). 

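Apparently SA-responsive genes were selected as in the paper, from the levels in JEPS, fls2 and JEPs, and 491 of the 1884 genes with a signaling allocation passed. In their AICc-selected models the J:S term at 18 h was positive in 117 genes and negative in 120, and the J:E:S term at 18 h was positive in 129 and negative in 268. The signs followed the direction of the apparent SA response. That direction is the sign of the difference between JEPs and JEPS, to which these terms contribute in the same libraries. Part of the match therefore follows from the selection. Among the 140 genes with lower levels in JEPs than in JEPS, J:S was positive in 112 and negative in 7, and J:E:S was positive in 126 and negative in 6. None of the 491 genes had an allocation with a cosine of at least 0.8 with that of PR1 or of AT4G04500. This does not show that no gene follows them, because PR1 had no reads in 46 groups of libraries and AT4G04500 in 13, so that their own terms are uncertain.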

We note that the positive effect of JA on SA was entirely buffered by the network: SA induction was slightly higher in the single-sector mutant lacking the JA sector (*dde2-2*) than in the wild type (S1 Fig, panel H: note that *jEPS* (yellow-green-blue line) is slightly higher than *JEPS* (black line; wild type)). By traditional genetic analysis, this would have led us to infer that JA inhibits SA induction, in agreement with the literature. However, network reconstitution revealed the mechanisms underlying SA activation. The PAD4 effect on SA inducibility is very similar to the JA effect on SA inducibility (S1 Fig panel H: the lines for *jePS* (green-blue) and *JepS* (red-blue) are very close), which is also seen as strongly positive J:S and P:S interactions in regulation of the SA sector response (Fig 5D). However, the JA sector strongly inhibits the PAD4 sector response, which is seen as a strongly negative J:P interaction in regulation of the PAD4 sector response (Fig 5C). As a consequence of this inhibition, when both the JA and PAD4 sectors are active in the network, the SA sector response is lower than when either the JA or PAD4 sector alone regulates the SA sector response (S1 Fig, panel H; the line for *JePS* (red-blue-green) is lower than those for *jePS* (green-blue) and *JepS* (red-blue)). Thus, this negative regulation of the PAD4 sector response by the JA sector explains why removal of the JA sector from the wild-type network resulted in a higher SA inducibility. An early study in *Nicotiana benthamiana* [38] reported that plants treated exogenously with SA and low concentrations of JA showed strong positive synergy between SA and JA in the accumulation of *PR1a* transcript and protein (*PR1a* is the tobacco homolog of the Arabidopsis *PR1* gene, whose transcript expression levels are widely used as a proxy for SA hormone concentrations; Fig 8, cluster S1). This early observation can be explained by assuming that in *N*. *benthamiana* at the concentration of JA used in the study, the inhibition of the PAD4 sector response by the JA sector activity is much weaker than in our conditions in Arabidopsis. There is a noteworthy difference between the effects of JA and PAD4 sectors on regulation of the SA sector activity: while the JA and PAD4 sectors have similar effects on the SA inducibility, only the PAD4 sector has a positive effect on the SA basal level (S1 Fig, panel G; *jePS* (green-blue line) is clearly higher than *jepS* (blue line) at 0 hpt whereas *JepS* (red-blue line) is not much higher than *jepS* (blue line) at 0 hpt). This exemplifies that the effects of the sectors could be different on the response and on the basal activity of a given sector or a gene. Further, it supports the notion that regulation of the response and the basal activity need to be separately described, as their mechanistic interpretations may be different.

*PAD4* is required for SA hormone accumulation after pathogen challenge [39,40]. Yet the interaction between PAD4 and SA sectors (P:S), was only a moderately positive contribution to the signaling allocation for the SA hormone levels (Fig 5D) and to the transcriptome cluster that closely followed SA (Fig 8, cluster S1). 

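Among the 491 apparently SA-responsive genes, an interaction was the largest term of the AICc-selected model in 441, and E:P:S was the largest in 246. How often an interaction is the largest term without true interactions was not simulated. At 18 h the E:P:S term was positive in 133 genes and negative in 336, and the P:S term was positive in 33 and negative in 155. By direction, E:P:S at 18 h was positive in 130 and negative in 7 of the 140 genes with lower levels in JEPs than in JEPS, and P:S was positive in 30 and negative in 52. In the 351 genes with only higher levels in JEPs, E:P:S was positive in 3 and negative in 329. Part of this match in sign follows from the selection, because E:P:S contributes to the difference between JEPs and JEPS in the same libraries. A positive E:P:S term was the largest in 35 of the 140.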

The visually dominant player was the high-order interaction E:P:S, meaning that the strong interaction between the PAD4 and SA sectors required ET sector function as well. Basal *FLS2* transcript levels (time, 0 h) were low in all *ein2*-containing mutants (S6 Fig), which is consistent with previous reports [41] and may explain this ET sector dependence in the E:P:S interaction. Nevertheless, there is a line of evidence that supports the notion that the FLS2 protein level that is potentially reduced by the ET sector removal does not have a strong influence on our observations. 

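At 0 h the mean FLS2 level was 43.9 to 85.2 normalized counts in the 8 combinatorial genotypes with EIN2 and 4.05 to 12.6 in the 8 with ein2-1, where no library had more than 4 reads and 7 of 24 had none. The fitted difference was 3.03 on the log2 scale (standard error 0.25). All 8 genotypes with EIN2 were above all 8 with ein2-1 (exact permutation test over genotype means, two-sided p = 1.55e-04, the smallest the design allows). Without 1 replicate the difference was 2.98 to 3.64.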

First, if the *ein2* mutation had a strong reduction in the signal transduced from FLS2, strong and general reductions in the flg22-specific transcriptome response would be expected in the *ein2*-containing genotypes. However, the impact of the *ein2* mutation on the flg22-specific transcriptome response is limited to a relatively small number of genes: 1270 *ein2*-affected genes among 5189 flg22-responsive, network-dependent genes (Fig 4A) plus 2659 flg22-responsive, network-independent genes (S2 Fig), which shows that the *ein2*-affected genes represent only 16% of all flg22-responsive genes. 

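In the counts, 141 genes were ein2-affected, 95 with a lower and 46 with a higher response in ein2 than in JEPS. They made up 3.61% of the sum of the 1884 genes with a signaling allocation and the 2020 flg22-responsive, network-independent genes. With the paper's negative binomial model and z-tests in place of edgeR's quasi-likelihood test the number was 992 and the share 15.9%, and with a term for sequencing lane they were 1325 and 19.5%.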

Among the 32 cluster S1 genes, 11 genes overlapped with the 1270 *ein2*-affected genes, indicating no enrichment of the *ein2*-affected genes in cluster S1 (*p* = 0.21, compared within the 5189 flg22-responsive, network-dependent genes). Second, the *FLS2* transcript levels fully recovered in all *ein2*-containing mutants by 1hr after flg22 treatment, our earliest post-treatment time point (S6 Fig). This observation suggests that the transcript levels of the genes that are affected by the *ein2* mutation through the FLS2 protein level would be more strongly affected at earlier time points. 

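At 1 h FLS2 had 1017 to 1680 normalized counts in the genotypes with EIN2 and 760.4 to 1137 in those with ein2-1. The difference was 0.60 on the log2 scale (standard error 0.12, p = 1.41e-06 from edgeR's quasi-likelihood test; exact permutation test over genotype means, two-sided p = 6.22e-04). It was 0.49 at 2 h, 0.47 at 3 h, 0.82 at 5 h, 1.37 at 9 h and 2.00 at 18 h, the last with a standard error of 0.17. Relative to 0 h the difference changed by -2.43 at 1 h (adjusted p = 3.33e-15 from edgeR's quasi-likelihood test over 6 time points) and by -1.03 at 18 h (adjusted p = 0.00166).

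**Figure D2:**
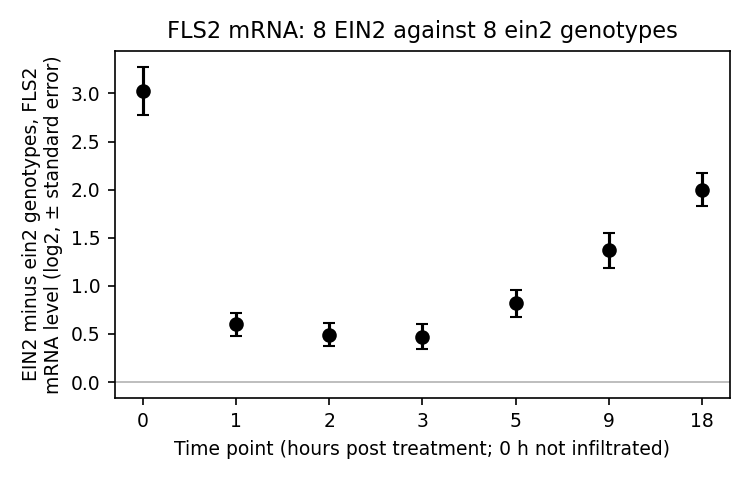
The difference in FLS2 transcript level between the 8 genotypes with EIN2 and the 8 with ein2-1 (y axis, log2, points with standard errors) is plotted against time in hours post treatment (x axis). It is 3.03 at 0 h, lowest at 3 h with 0.47, and 2.00 at 18 h.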

When the transcript responses of 100 randomly selected *ein2*-affected genes in *JEPS* (wild type) and *JePS* (*ein2* mutant) were plotted, no such expected time-dependent patterns were evident (S7 Fig). 

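Counted at each time point, 50 genes were ein2-affected at 1 h, 78 at 2 h, 35 at 3 h, 14 at 5 h, 22 at 9 h and 54 at 18 h. The number at 1 h was thus below the number at 2 h and close to that at 18 h, and whether the difference in response itself changed with time was not tested gene by gene.

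**Figure D3:**
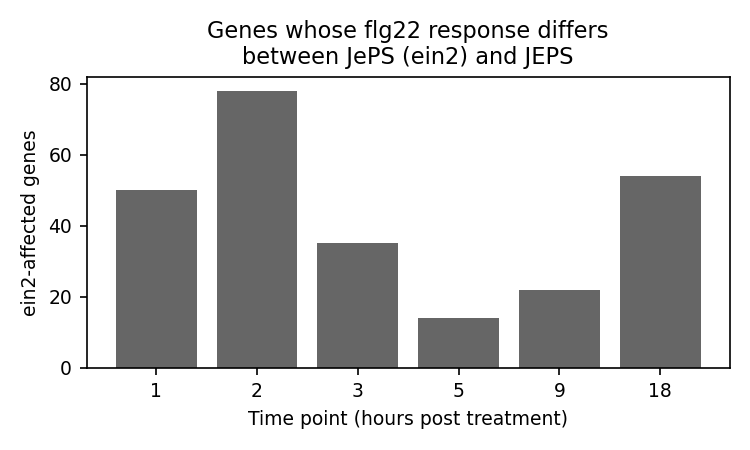
Bars give the number of genes whose response differed between JePS and JEPS (y axis) at each time point in hours post treatment (x axis). The bars are highest at 2 h with 78 and lowest at 5 h with 14.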

Third, activation of key kinases that mediate flg22 responses, MAP kinases *MPK3* and *6*, still occurs in the quadruple mutant at a level comparable to the wild-type 10 m after flg22 treatment [11]. We conclude that potentially reduced FLS2 protein levels in *ein2*-containing backgrounds did not have strong impacts under our experimental conditions, probably due to treatment with a high concentration of flg22 (1 μM). Thus, the observed strong E:P:S interaction likely represents a genuine property of the network that mediates signaling that ensues after FLS2 activation.

### Network reconstitution revealed complex regulatory mechanisms that were concealed from null-mutant analysis of the individual genes in the 4-sector network

Induction of SA in response to pathogens is absent in the *sid2-2* mutant [17] (*JEPs* (red-yellow-green line) in S1 Fig, panel H). As such, the *sid2-2* mutant, which we used to remove the SA sector, has been used in pathogen-responsive transcriptome profiling to define SA-dependent genes [42]. We found that the network regulation of SA-dependent genes that respond to flg22 stimulus could be classified into multiple clusters (Fig 8). 

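Of the 491 apparently SA-responsive genes, 140 had lower levels in JEPs than in JEPS at the time point of selection and 351 had only higher levels. The SA term was the largest term in 2 of them and absent from the AICc-selected models of 28. The list held 207 genes without replicate 1 and 1002 with the term for sequencing lane, the lowest and highest numbers of the alternatives that changed 1 choice.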

The clusters include clusters S1 and S2: cluster S1 contains SA, and cluster S2 contains the PAD4 sector activity marker gene, AT4G04500. Cluster S1 is characterized by strongly positive E:P:S interactions, weak P:S interactions, and very weak single sector contributions while cluster S2 is characterized by weakly positive E:P:S interactions, strongly negative P:S interactions, and strongly positive PAD4 contributions. 

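PR1 (AT2G14610, chromosome 2, 6241640 to 6242541) had no reads in 186 libraries and did not pass the filter on low counts. Its normalized count at 18 h was 12845 ± 6240 (SD, n = 3) in JEPS, 24431 ± 8771 in jEPS, 4714 ± 3697 in JEpS and 109.0 ± 175.6 in JEPs, and no read was found in jepS, Jeps or jeps. At 0 h it was 320.7 ± 490.3 in JEPS, from 2 to 124 reads per library, and 1553 ± 994.1 in JePS. NPR1 (AT1G64280, chromosome 1, 23852748 to 23855658) was lower in JEPs than in JEPS at 18 h, by -1.18 on the log2 scale (standard error 0.31, adjusted p = 0.00124 from edgeR's quasi-likelihood test over 7 time points). Its largest AICc-selected term was J:S at 9 h, 1.35 (standard error 0.29, with the levels at 0 h taken as known). NPR1 was called neither flg22-responsive nor network-dependent, so it is not among the 1884 genes with a signaling allocation.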

A canonical SA marker gene, *PR1*, is in cluster S1 while another SA-responsive gene, *NPR1*, is in cluster S2. These multiple clusters illustrate that the SA-dependent genes that are defined in a conventional manner are comprised of gene groups that are regulated differently. In fact, some of the well-known SA markers, such as *MKK2*, *EDS1*, and *SARD1*, which are characterized by very strongly positive J:S, J:E:S, and E:P:S interactions, are outside of clusters S1 and S2 (Fig 6, cluster S3). 

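At 18 h, MKK2 (AT4G29810, chromosome 4, 14592963 to 14595384) had AICc-selected terms of 0.93 for J:S, 0.96 for J:E:S and 1.72 for E:P:S. Without regularization the E:P:S term at 18 h was 1.72 with a standard error of 0.44 (adjusted p = 0.0115 from edgeR's quasi-likelihood test over 90 terms). Levels in JEPs at 18 h were below those in JEPS by -1.22 on the log2 scale for MKK2 (standard error 0.26, adjusted p = 3.40e-05 over 7 time points), by -2.77 for EDS1 (AT3G48080, chromosome 3, 17752463 to 17755190; standard error 0.52, adjusted p = 1.28e-06) and by -2.06 for SARD1 (AT1G73805, chromosome 1, 27744790 to 27749248; standard error 0.46, adjusted p = 8.10e-05). EDS1 has a near copy beside it, and reads that map to both were not counted. No single term of EDS1 or SARD1 had an adjusted p-value under 0.05 without regularization. Both were called flg22-responsive but not network-dependent, so neither is among the 1884 genes with a signaling allocation.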

Network reconstitution, based on deep and combinatorial network perturbations, can not only detect regulatory differences among these genes but also assign the sources of differences to particular signaling sector contributions and their interactions.

Genes with significant transcript response changes in the ET single-sector mutant (*ein2-1*) also showed distinct signaling allocation patterns. Apparent regulation is based on the transcript response change in *ein2* compared to wild type (Fig 9A, the heatmap on the left). 

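Of the 1884 genes with a signaling allocation, 377 were apparently ET-responsive, selected from the levels in JEPS, fls2 and JePS. They comprised 77 genes with lower levels in JePS than in JEPS and 300 with only higher levels. ET was the largest AICc-selected term in 39 of the 77 genes and in 44 of the 300. Alternatives that changed 1 choice gave from 151 such genes, without replicate 1, to 886, with the term for sequencing lane.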

Many of the genes apparently regulated by ET were indeed regulated mainly by the ET sector alone (Fig 9A cluster E1). For a subset of genes apparently regulated positively by ET, however, the regulation relied on a suite of interaction-based signaling allocation terms, particularly the E:P:S interaction term (Fig 9A cluster E2). 

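E:P:S was the largest term in 142 of the 377 apparently ET-responsive genes, and it was positive in 8 of the 77 positively regulated ones. Of the 142, which cover both directions of regulation, 4 were also apparently SA-responsive. The overlap is not given for the 8 alone, which are closer to the paper's cluster E2. AT3G07340 (chromosome 3, 2340845 to 2343697) had at most 43 reads in a library and did not pass the filter on low counts. Its normalized count fell in JEPS from 79.8 ± 19.8 (SD, n = 3) at 0 h to 4.95 ± 5.0 at 18 h, and was 13.6 ± 6.27 in JEPs, 15.1 ± 6.55 in JePS and 65.0 ± 15.4 in fls2 at 18 h.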

Although this pattern is reminiscent of the set of interactions involved in SA regulation, only one of the 21 genes (AT3G07340) overlapped with the 825 apparently SA-responsive genes in Fig 8. 

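In the 300 genes with higher levels in JePS than in JEPS, the largest AICc-selected term was ET in 44, each time negative, and JA in 19. An interaction was the largest term in 271 of all 377 apparently ET-responsive genes, with no simulated reference for this number.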

Among genes with apparently negative regulation by ET (Fig 9A, blue in the heatmap on the left), most were mainly negatively regulated by the ET sector, at earlier time points (Fig 9A), while for a distinct subset, the regulatory pattern was a strongly positive regulation by the JA sector, and only moderately negative regulation by the ET sector (Fig 9A cluster E3).

**Fig 9:**
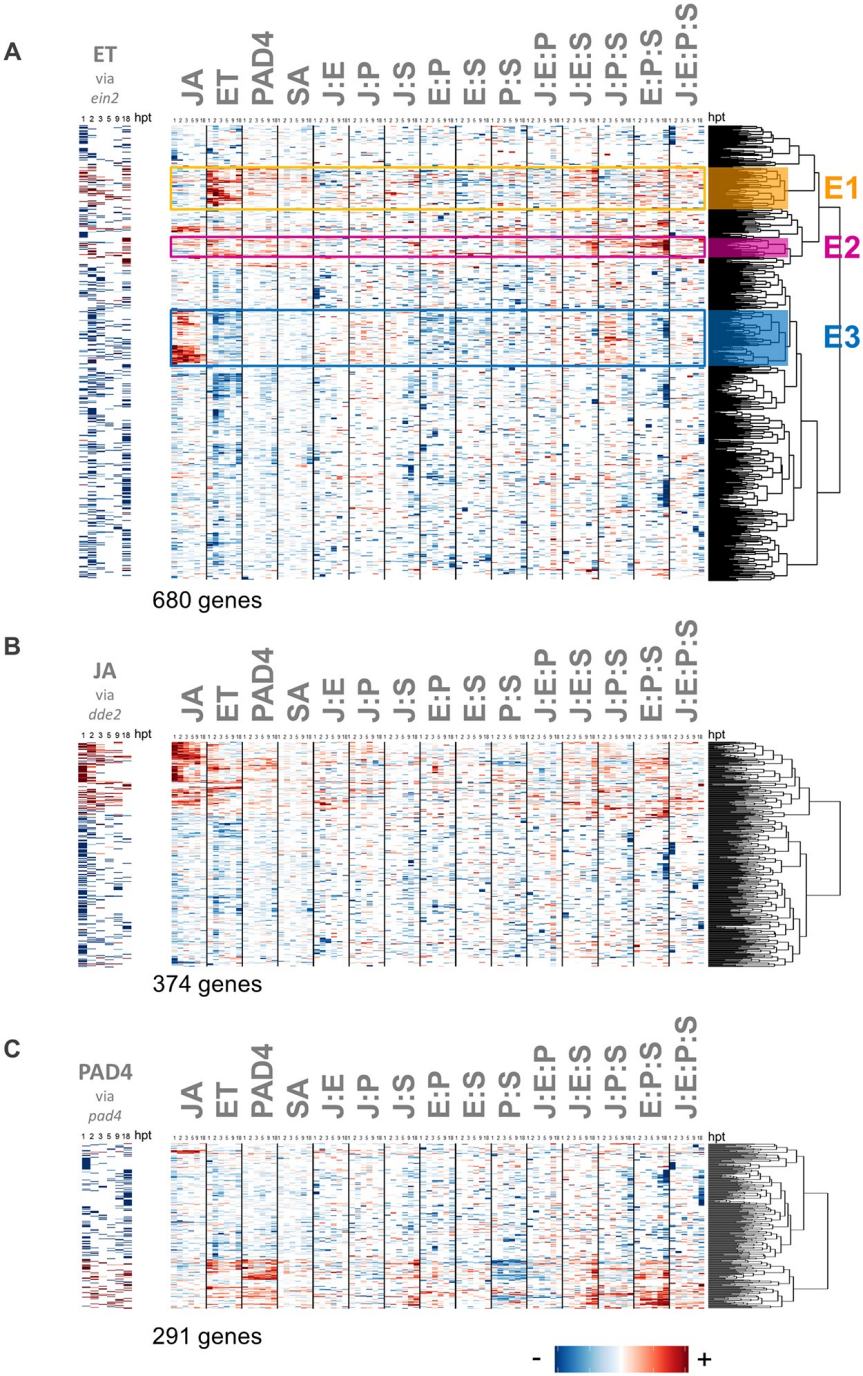
Regulation of genes strongly impacted by the ET, JA, and PAD4 single sector perturbations. Network reconstitution uncovers the regulation of genes whose flg22 transcript response changes are strongly impacted by the ET (A), JA (B), and PAD4 (C) single sector perturbations *dde2*, *ein2*, and *pad4*, respectively. Signaling allocations are shown for the 680 genes (A), 374 genes (B), and 291 genes (C) that had a significant transcript level response in *ein2* (A), *dde2* (B), and *pad4* (C) relative to the transcript response in wild type. The left panels show the strength of a traditionally-defined sector response: those with decreased and increased transcript levels in the single sector mutant compared to wild type are shown by red and blue bars, respectively. Three clusters (E1, E2 and E3) are indicated by orange, purple, and blue colors, respectively. Signaling allocation rows were scaled for better visualization using the most extreme value of each row.

The majority of the genes apparently regulated positively by the JA sector (red rows in the left panel of Fig 9B) were indeed mainly regulated by the JA sector alone (Fig 9B, right panel). 

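Of 120 apparently JA-responsive genes, selected from the levels in JEPS, fls2 and jEPS, 61 had lower levels in jEPS than in JEPS. JA was the largest AICc-selected term in 32 of these 61, and none lacked a JA term. Alternatives that changed 1 choice gave from 33 such genes, without replicate 1, to 386, with the term for sequencing lane. Other groupings of the 3 JEPS and 3 jEPS libraries gave up to 194 genes.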

On the contrary, most of the genes apparently regulated negatively by the JA sector (blue rows in the left panel of Fig 9B) did not show obvious contributions from the JA sector (Fig 9B, right panel), indicating that the regulation of these genes is mainly dependent on sector interactions.

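The other 59 apparently JA-responsive genes had only higher levels in jEPS. JA was the largest AICc-selected term in 3 of them, 6 had no JA term at any time point, and the rest had a JA term smaller than another term.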

291 genes and SA showed significant transcript/hormone response changes in the *pad4-1* single-sector mutant relative to the wild type transcript response (Fig 9C). 

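In the counts, 83 genes were apparently PAD4-responsive, with lower levels in JEpS than in JEPS in 14 and only higher levels in 69. PAD4 was the largest AICc-selected term in 2 of the 83, and an interaction was the largest in 73. It was 316 genes with the term for sequencing lane, and other groupings of the 3 JEPS and 3 JEpS libraries gave up to 128 genes.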

The observed signaling allocation patterns are similar to those selected with the *sid2* single mutant (Fig 8) although the number of selected genes for *pad4* is less than a half of that for *sid2*. In fact, among the 291 genes selected for *pad4*, 170 genes are also included in those for *sid2*: the overlap was highly significant (*p* < 2.2 x 10^-16^, Fisher’s exact test). 

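Of the 83 apparently PAD4-responsive genes, 58, or 69.9%, were also apparently SA-responsive, where 21.6 would be shared by chance at these list sizes (Fisher's exact test, two-sided p = 1.33e-17, odds ratio 7.33). Both lists use the same JEPS and fls2 libraries. Simulated mutants that did not differ from JEPS were therefore compared with the same libraries, and of the genes meeting the other criteria, those with the smallest p-values were taken in the numbers of the lists, 491 and 83. They shared 27.7 ± 3.68 (SD of 10 simulations) genes, and 36.6 ± 3.95 when the fitted lane deviations were kept, against 52 genes in the data ranked the same way.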

The observation of a high level of overlap between the two gene sets confirms the well-coordinated regulatory relationships between the PAD4 and SA signaling sectors [43]. At the same time the observation that the gene set selected by *pad4* is smaller than that selected by *sid2* suggests that the PAD4 sector function is better buffered than the SA sector function.

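The list for sid2 was the longer of the pair in each fit that left out 1 replicate, with 207 genes against 53 without replicate 1, 378 against 49 without replicate 2 and 278 against 69 without replicate 3. With replicate as an additive term the lists held 566 and 111 genes.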

### Concurrent activation of both the JA and ET sectors is not sufficient for induction of the genes in the ERF-branch of JA signaling

One well-studied example of immune hormone cross-talk in Arabidopsis is a branch of JA signaling that depends on positive synergy between JA and ET. This ERF-branch requires both JA and ET for full activity [44], and is regulated by ethylene response factor (ERF) transcription factors (TFs). ERF-branch activity is commonly monitored by the marker genes *PDF1*.*2a*, *PR3*, and *PR4* [45–49]. The ERF TFs are highly functionally redundant, making identification of ERF-branch genes by loss-of-function approaches difficult, but an overexpression line of the ERF TF gene *ORA59* was used to identify ERF-branch genes that are regulated by ERF TFs. By selecting within these genes for those that respond synergistically to exogenous JA and ethephon (an ethylene-releasing agent) [46], a set of putative ERF-branch genes was assembled.

Since we observed concurrent spikes of JA and ET sector activity in our time course (S1 Fig), our dataset is a natural place to test this set of candidate genes. Of the 37 candidate ERF-branch genes whose transcriptional response was stronger with a combined exogenous JA and ethephon treatment than with only exogenous JA treatment, 30 genes showed a significant transcript response change in our dataset. Nearly all of these 30 genes showed an unexpected lack of strongly positive J:E interactions (Fig 10A). Although positive JA sector contributions at 2 hpt may be the most consistent pattern across the 30 genes, overall no dominating signaling allocation pattern was observed. 

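PDF1.2a (AT5G44420, chromosome 5, 17906968 to 17907638) and PR3 (AT3G12500, chromosome 3, 3962136 to 3963984) did not pass the filter on low counts. For PDF1.2a, 173 of the 357 libraries had no reads, and its normalized count in JEPS was 161.7 ± 78.0 (SD, n = 3) at 0 h, 31.1 ± 6.11 at 5 h and 61.7 ± 30.2 at 18 h. In fls2 it was 419.6 ± 188.2, 47.5 ± 42.8 and 491.4 ± 540.8. PR3 had at most 29 reads in any library. In JEPS its normalized count was 3.07 ± 2.74 at 0 h and 16.8 ± 16.5 at 18 h, and in fls2 5.13 ± 1.65 and 9.17 ± 8.24, differences within the replicate error.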

The canonical ERF-branch marker genes *PDF1*.*2a* and *PR3* were not included in this set as they did not have significant flg22-specific responses. (Fig 10B and 10C). Although *PR4* was included in the set of 30 genes, it also had a very limited flg22-specific response (Fig 10D). However, it is noteworthy that the basal transcript level of PDF1.2a was highly positively regulated by the J:E interaction (Fig 10B; *JEPS*, *JEpS*, *JEPs*, *JEps*, and *fls2* have clearly higher basal transcript levels than the others) while the transcript response was not. These results indicate that for the synergistic activation of the ERF branch by the JA and ET sectors, something else is also required, such as stronger activations of the sectors, longer durations of the sector activations, and/or some other signaling factor(s), which is missing in our experimental system.

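PR4 (AT3G04720, chromosome 3, 1285425 to 1286760) passed the filter on low counts. Its normalized count in JEPS was 211.3 ± 54.7 (SD, n = 3) at 0 h, 45.0 ± 9.29 at 2 h and 1921 ± 1433 at 18 h, and in fls2 230.5 ± 84.8, 73.1 ± 12.6 and 637.5 ± 516.0. The level in fls2 differed from that in JEPS at 18 h, by -1.60 on the log2 scale (standard error 0.40, adjusted p = 5.16e-04 from edgeR's quasi-likelihood test over 7 time points), and at no other time point. Its only term with an adjusted p-value under 0.05 without regularization was ET at 5 h, 3.41 (standard error 0.86, adjusted p = 0.00862 over 90 terms).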

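At 0 h the mean PDF1.2a count was 96.6 to 477.8 normalized counts in JEPS, JEpS, JEPs and JEps, and 0 to 28.6 in the 12 other combinatorial genotypes. The 4 genotypes with both sectors were higher by 5.69 on the log2 scale with 1 added to each mean (exact permutation test over genotype means, chosen after the values were seen, two-sided p = 5.49e-04, the smallest that the 1820 splits allow). Because several groups had no reads, edgeR's quasi-likelihood test of the J:E term was not informative. With the paper's negative binomial model, in which zeros are floored, the J:E term was 6.28 (z-test, p = 1.32e-04).

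**Figure D4:**
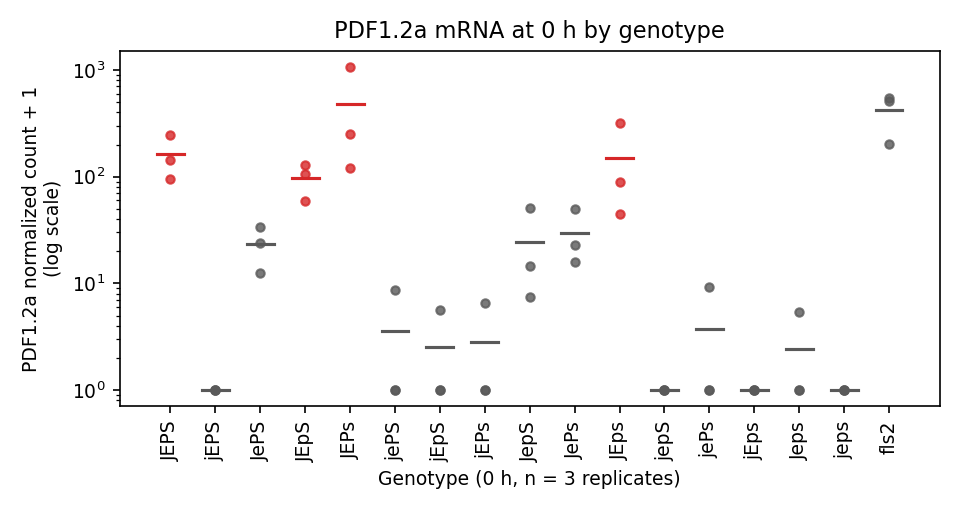
Normalized counts of PDF1.2a plus 1 at 0 h (y axis, log scale) are shown for each genotype (x axis). Points are the 3 libraries and lines their mean, in red for genotypes with both the JA and ET sectors and in gray for the others, including fls2. The means of the 4 red genotypes lie between 96.6 and 477.8 and that of fls2 is 419.6.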

**Fig 10:**
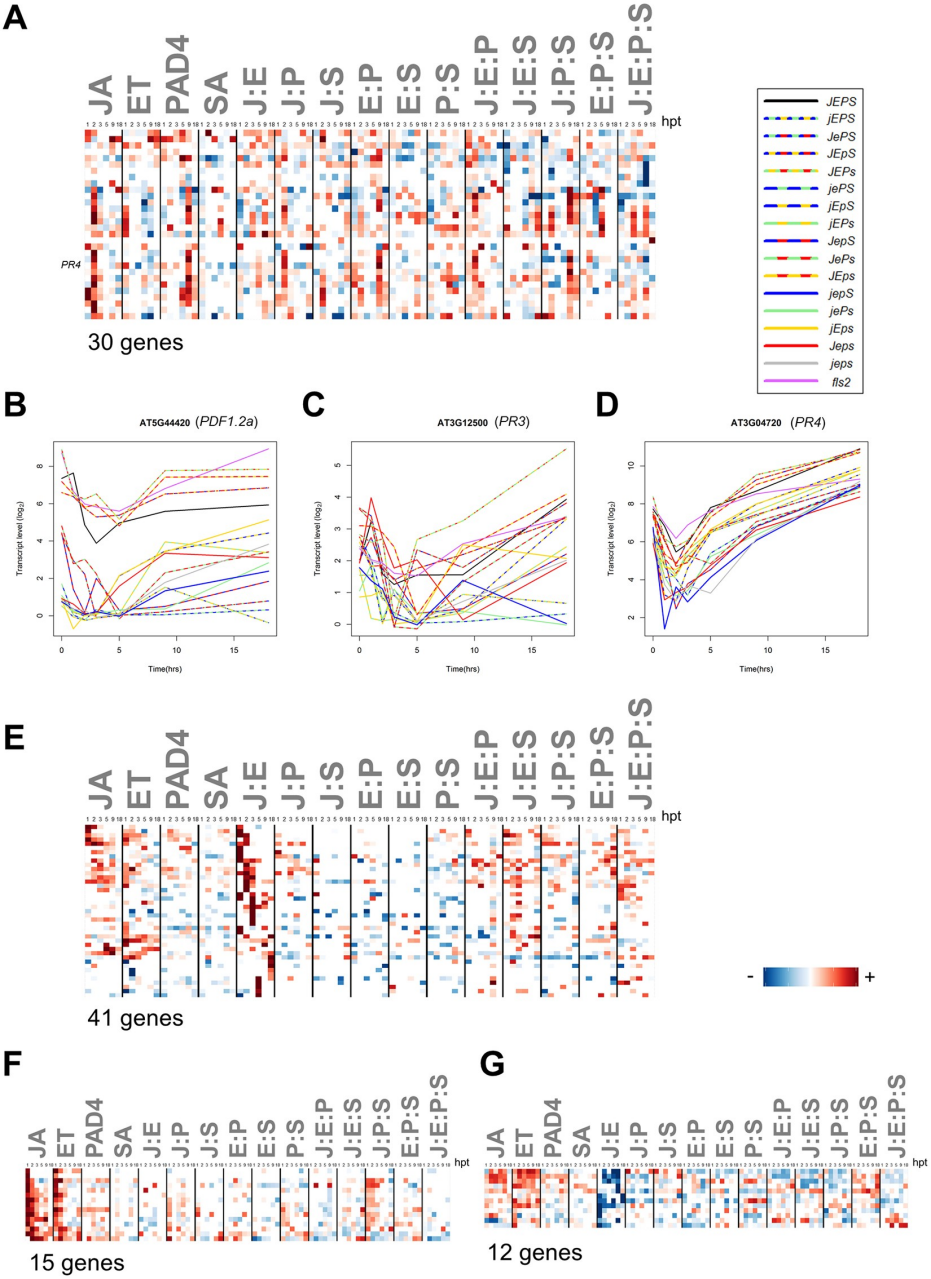
Regulation of the ERF-branch genes is not dominated by the J:E interaction. (A) Thirty putative ERF-branch genes, including *PR4*, do not share dominating signaling allocation patterns. Signaling allocation rows were scaled for better visualization using the extreme values of each row. (B-D) The time-course transcript levels of canonical ERF-branch marker genes, *PDF1*.*2a* (B), *PR3* (C), and *PR4* (D) in the 17 genotypes. Colors indicate genotype by presence of a sector: red (JA), yellow (ET), green (PAD4), blue (SA). Other genotypes: black (wild type), gray (quadruple mutant), purple (*fls2*). The entire color code is shown at the right of panel (A). (E-G) There are genes with strongly positive J:E interactions (E; 41 genes), with positive JA and ET contributions but no clear J:E interactions (F; 15 genes), and with strongly negative J:E interactions (G; 12 genes), respectively. Their heatmaps are shown. Rows in the heatmaps are scaled for better visualization using the most extreme value of each.

As an alternative approach we selected flg22-inducible genes that show synergy between JA and ET (i.e., positive J:E interactions and non-negative JA and ET contributions) (Fig 10E). This 41-gene set was enriched with 9 genes with a GO biological process term of oxoacid metabolic process (7.2-fold enrichment, *P* = 6.8E-3). It will be interesting to investigate whether these genes with strong positive J:E interactions are regulated as ERF-branch response genes but more sensitively than the 30 putative ERF-branch response genes or whether they represent a different regulatory mechanism. 

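The rules of the supplementary methods for synergy selected 23 genes from the AICc-selected models, with a median largest J:E term of 0.95. Standard errors of these terms take the levels at 0 h as known. AT2G39420 (chromosome 2, 16460247 to 16463220), with a J:E term of 1.63 at 1 h (standard error 0.16), rose from 44.4 ± 6.42 (SD, n = 3) normalized counts at 0 h to 2487 ± 438.9 at 1 h in JEps, and from 35.2 ± 17 to 108.2 ± 31.1 in jeps. AT3G07580 (chromosome 3, 2420838 to 2422825) had a larger term of 2.09 at 18 h, with a standard error of 0.50 and means of at most 50.6 normalized counts in JEPS, jePS, JEps and jeps. NUDX25 (AT1G30110, chromosome 1, 10581735 to 10584152) had a term of 1.82 at 3 h (standard error 0.22), with 273.7 ± 45.2 normalized counts in JEps and 259.8 ± 73.2 in jeps at that time point. The number ranged from 10, with columns not standardized in the lasso, to 56, with the paper's negative binomial model, over the alternatives that changed 1 choice.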

The fact that none of the 41 genes had the canonical ERF binding motif, AGCCGCC, in either strand in the 1000-bp upstream region suggests a different regulatory mechanism. 

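In the annotated genome, AGCCGCC was found on neither strand of the 1000 bp upstream of any of the 23 genes. It was present upstream of 57 of the 1884 genes with a signaling allocation, 3.03%, so its absence from 23 genes was not a detectable difference (Fisher's exact test, two-sided p = 1). It was also absent upstream of the 8 additive and the 16 negatively interacting genes.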

We also found 15 genes mainly regulated by the additive effects of the JA and ET single sectors (Fig 10F), which was enriched with 3 genes with a GO biological process term of aromatic amino acid family biosynthetic process (> 100-fold enrichment, *P* = 3.7E-3), and 12 genes with negative J:E interactions and non-negative JA and ET sector contributions (Fig 10G). These genes controlled by qualitatively different JA:ET interactions exemplify that interactions downstream of the JA-ET-PAD4-SA network are complex as well (Fig 7).

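The counts gave 8 genes under the rule for additive JA and ET contributions and 16 genes under the rule for negative J:E interactions. With the term for sequencing lane these numbers were 13 and 55.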

### The power and limitation of network reconstitution-based signaling allocation analysis and a perspective

Since the concept of network reconstitution, which interprets network behavior in a manner different from conventional genetics, is not commonly used, we discuss the power and limitations of the approach. In conventional genetics, the null mutant phenotype is compared to the wild-type phenotype, and the mutant phenotype is considered to be the opposite of the functional effect of the gene that is mutated. In network reconstitution, a highly impaired state of the network (ideally the completely impaired state) is considered the basal state, and the phenotype change that is caused by addition of a functional gene to the basal state is considered as the functional effect of the gene. These two approaches do not result in any different conclusions if the effects of multiple genes of interest are additive and no interactions among them are present. Genes that control different pathways in a signaling network with a tree-like structure without cross-talk are an example of this case. However, when interactions within the network are non-negligible, the conventional genetic approach fails to provide a simple mechanistic interpretation of the results because a single mutation knocks out not only the function of the gene itself but also the interactions with other genes in the network and because these multiple effects cannot be separated in a way that allows a mechanistic interpretation. On the other hand, the network reconstitution approach provides a simple mechanistic interpretation of both the gene effects and their interactions among the genes included in the analysis. Complex behavior of a signaling network stems from signal convergence (cross-talk, feedback, feedforward, etc.) [50]. The plant immune signaling network is particularly highly interconnected [51] and has complex network properties, such as resilience and tunability. This is the reason network reconstitution is very useful in mechanistic investigations of the plant immune signaling network. A comparison of the PAD4 sector response time-course data in S1 Fig, panel F and the corresponding signaling allocation results in Fig 5C is a good demonstration of the power of network reconstitution. They are just different representations of the same time-course data obtained from the comprehensively combinatorial genotypes. The actual data in S1 Fig, panel F is visually uninterpretable regarding how the signaling sectors control the PAD4 sector response. With the concept of network reconstitution, signaling allocation analysis allows mechanistic interpretations of the data by decomposing them into the contributions of the signaling sectors and their interactions (Fig 5C).

It should be emphasized that the network reconstitution approach was made practical by network reduction to a network of four signaling sectors. Simultaneous impairment of all four signaling sectors almost completely abolishes flg22-PTI, which justifies use of the *quad* mutant state as the basal state in network reconstitution. By reducing the network components to perturb to four, it was feasible to generate Arabidopsis genotypes for all 16 possible combinatorial perturbations of the network. The comprehensive combinatorial perturbations were the key to empower network reconstitution analysis. Until recently, preparing such combinatorial genotypes seemed impractical except in powerful model genetic organisms, such as Arabidopsis. With current advances in efficient genome engineering using CRISPR/Cas9 [52], however, a network reconstitution approach should now be feasible in other plant species and other organisms.

One limitation of network reconstitution is related to its fundamental assumption. For interpretations of network reconstitution results, the network structure is assumed not to be significantly changed by the signaling sector state except for the parts directly connected to or from the perturbed sectors. This assumption is by no means guaranteed in a given network. Previously, we showed that it is not necessary to assume structural differences in the network to explain different network responses to different MAMPs upon network reconstitution [18]. In the current study, we showed that a significant change in wiring from the receptor FLS2 to the rest of the network is unlikely under our experimental conditions. Thus, we so far have not detected a major violation of this assumption in the plant immune signaling network consisting of the four signaling sectors.

Other limitations are not due to the conceptual framework of network reconstitution but are related to our current form of its implementation, signaling allocation analysis. Signaling allocation is a mechanistic description of a network’s behavior, and, thus, it allows mechanistic interpretations, which presents advances in the study of network properties as discussed above. Yet, it is not a mechanistic model: a mechanistic model must be a quantitative function that specifies the output signal based only on multiple input signals and the current state at each signaling sector. One reason signaling allocation is still a long way from building a mechanistic model is that the states of the signaling sectors as inputs to other sectors or to downstream transcriptional regulation are binary, wild type or mutant. To enable mechanistic modeling, the quantitative function at each signaling sector, including how multiple inputs that may be associated with some delays quantitatively interact in controlling the sector activity, needs to be learned from data. Network reconstitution was an essential part of collecting powerful data from a highly resilient network. Still, the statistical power of our data generated only with a single concentration of flg22 was not sufficiently high and limited us to a binary-input-based signaling allocation analysis. In the future, data need to be collected with various network input patterns to different signaling sectors with respect to the intensity, combination, and timing of these inputs, in conjunction with network reconstitution, to support mechanistic modeling.

### Conclusions

By definition, the components of a complex network strongly interact. In this paper we reduced a large complex network down to a manageable size—four major signaling sectors—to comprehensively probe, via network reconstitution, the sector interactions that regulate the transcriptome changes induced by a potent MAMP, flg22. Dynamic profiling of the transcriptome and two major immune hormones, SA and JA, across our set of comprehensive perturbation genotypes allowed us to quantitatively describe complex mechanisms that drive the flg22 transcriptome response. Our analysis revealed that regulation of the vast majority of flg22-responsive and network-dependent genes rely on interactions among the JA, ET, PAD4, and SA signaling sectors. In many cases, such sector interactions provide a basis for network buffering, and in several cases the sector interactions driving transcript expression were unexpected based on prior knowledge. Our work shows that high-order perturbation at the scale of signaling sectors and dynamic transcriptional profiling together can help in deciphering the regulation of a complex network, the plant immune signaling network. Network reconstitution is a powerful approach to reveal mechanisms that underlie the function of a complex biological network, especially one whose function is highly resilient against perturbations.

## Materials and methods

(See S1 Text for detailed method descriptions.)

### Plant materials, growth conditions, leaf tissue treatment and collection

Combinatorial mutants [11] of the *Arabidopsis thaliana* mutants *dde2-2* [14], *ein2-1* [15], *pad4-1* [16], and *sid2-2* [17] and the *fls2* mutant (SAIL_691_C4) [53], all in the *Col-0* background, were grown under a 12 hr photoperiod in a controlled environment at 22°C and 75% relative humidity. 3 leaves (leaf stages 7–9) of a single plant of each genotype from 31–32 days-old plants were syringe-inoculated with a 1 μM solution of flg22, and harvested at the indicated time after treatment. Different time point samples were collected from different plants. 0 h samples were untouched. For each biological replicate, leaves of plants from four independent experiments (3 leaves per plant ∙ 4 plants = 12 leaves in total) were pooled. Three biological replicates, from 12 independent experiments (4 plants per replicate ∙ 3 replicates = 12), were profiled for each genotype:time combination, for a total of 17 genotypes∙7 time points ∙3 biological replicates = 357 tissue samples. (See S3 Text for detailed planting, treatment, and harvesting information.) Tissue was flash frozen using liquid N_2_, powderized, and freeze-dried. Each tissue sample was divided for hormone measurement and for RNA extraction for Tag-Seq library preparation. The RNA samples used in this study for two of the seven time points, 3 and 9 hours post flg22 treatment, were exactly the same as those used in [18].

### Hormone measurement

Hormone extraction and concentration measurements were performed with an ultra-performance liquid chromatography-tandem mass spectrometer (UPLC-MS/MS) (ACQITY UPLC System/Quattro Premier XE; Waters) with an ODS column (ACQUITY UPLC BEH C18, 1.7 μm, 2.1 × 100 mm; Waters) as described previously [21,22]. Samples were processed in two separate batches. The SA and JA level raw data at 2 of 7 time points, 3 and 9 hpt, were the exactly same data used in [18]. Except for JA, the mean and standard error values for each genotype:time combination were estimated by fitting a linear model to the log_2_-transformed measured values for each hormone or related compound: *log*_2_[*hormone*] ~ *genotype*: *time*. We noticed that the JA measurement had substantial technical error when the JA level was very low since the log_2_-transformed measured values from the *dde2*-containing genotypes, in which the actual JA level is 0 [54], ranged from 4.0 to 11.4 (mean 7.6, standard deviation 1.6). We modified the very low levels of JA level values to moderate this issue, which are referred to as “adjusted log_2_ JA” values. See S1 Text for the detail.

### Tag-Seq library preparation and measurement of gene transcript expression levels

Stranded mRNA Tag-Seq libraries were prepared as previously described [20]. Internal barcodes were used to multiplex 16 different samples into a single lane of an Illumina flowcell, and sequenced using Illumina’s Genome Analyzer IIx System. Only sequencing reads with exact barcode matches were used. Barcodes were trimmed, and reads were uploaded to Galaxy [55–57]. Sequences that were mainly homopolymer sequence were removed using the Artifacts Filter in the fastx toolkit that is built in to Galaxy [58]. Remaining reads were mapped to TAIR10 transcripts using Bowtie (version bowtie-0.12.8) [59]. Note that sequence reads from the Tag-Seq method are concentrated in the 3’- regions of the transcripts. Mapping files for reads mapped to the forward strand were downloaded from Galaxy. Reads mapping to only a single gene were selected, and reads mapping to any transcript of a gene were summed together into a single gene-based count value. 26275 genes had at least one read count of 1 or higher (Fig 1). For each library, the ratio of the 90^th^ percentile read count value to 300 counts was log_*e*_-transformed and used as the *offset* in the negative binomial generalized linear model (glm-nb) below for the purpose of between-libraries normalization.

We filtered the genes to remove those that mostly have low transcript levels. First, genes with 50 or more read count values of 0 among the 357 values of the gene were removed. Second, genes whose 15^th^ count value from the top was 25 or lower were removed. After the first and second filtering, 18750 genes remained (Fig 1). 

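The filter as stated left 11848 genes in the deposited counts. A reading that keeps genes with reads in all but fewer than 50 of the 119 groups, or with a rank-15 count above 25, left 18750 genes. This reading was chosen after the counts were seen.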

The read count values of 0 in the data were floored as glm-nb does not behave well with 0 read counts (see S1 Text for details). The processed data were used to fit the glm-nb, *read count* ~ *genotype*: *time* − 1 + *offset*, for each of 18750 genes. The mean and standard error values were estimated in the log_*e*_ scale for every genotype:time combination in glm-nb for each of 18750 genes. The estimated values in the log_*e*_ scale were converted to the conventional log_2_ scale. The mean estimates in log_2_ were referred to as the transcript level, unless stated otherwise.

### Gene selection

To find genes significantly regulated by the JA-ET-PAD4-SA network, *p*-values from the glm.nb were calculated for 90 difference-in-differences values per gene: (*e*_*g*,*t*_ − *e*_*g*,*t* = 0_) − (*e*_*q*,*t*_ − *e*_*q*,*t* = 0_) where *e* is transcript mean estimate, *g* is any non-quadruple combinatorial mutant (15 available), *t* is a time point after treatment (1, 2, 3, 5, 9 or 18 hpt) and *q* is the quadruple mutant genotype. These difference-in-differences values are called transcript response changes here. The *p*-values (15 comparisons ∙ 6 time points = 90 comparisons in total) from the 18750 genes were calculated using *z*-test with the means and standard errors for the *e* values involved in the comparisons. The *p*-values for the same comparisons with hormones were also calculated similarly, except that *t*-test (2-sided test) was used instead of *z*-test. All *p*-values were corrected together for multiple-hypothesis testing using Storey’s FDR [60,61]. *q*-values (corrected *p*-values) less than 0.05 and transcript response changes that are greater than 2-fold or less than 0.5-fold were called significant. Genes with at least one significant transcript response change were considered significantly regulated by the network. For the cases (Fig 2 columns a and b; Fig 4) where genes were selected by transcript responses relative to wild type, the wild type genotype was used as the baseline in the transcript response change calculations, instead of the quadruple mutant.

### Signaling allocation models

For genes with significant transcript response changes, signaling allocation models were fit individually to each gene and hormone. These models were fit to transcript read count values or hormone abundance relative to steady state, *e*_*g*,*t*_ − *e*_*g*,*t* = 0_, where *g* represents genotype, *t* time, and *e* transcript expression level (or, for hormones, abundance) (see S1 Text for details). The design matrix of the models was made so that the signaling allocation variables (Table 1 in Tsuda et al., 2009 [11]) are fit to the transcript/hormone response, *e*_*g*,*t*_ − *e*_*g*,*t* = 0_. Each starting model was regularized (that is, made sparse) using lasso [25,26]. The glmregNB function in the mpath package and the lars function in the lars package were used for the transcript read counts and hormone abundance, respectively. The lasso penalty parameter that minimized fit AICc [27,28] was selected. Then glm-nb for the transcripts and an ordinary linear model for the hormones were re-fit using the selected coefficient subset, to avoid the coefficient shrinkage inherent in lasso. For S3 Fig, the starting (unregularized) models and the models regularized by the lasso parameter selected based on BIC [27], instead of AICc, were used.

### Clustering

The heatmaps and associated dendrograms in all Figs were produced using cosine distance complete-linkage agglomerative hierarchical clustering, except for S2 Fig, in which the Pearson correlation with the reversed sign was used as the distance metric.

### Gene Ontology (GO) enrichment analysis

GO enrichment analysis was performed using The Gene Ontology Consortium’s web-based application [62,63]. GO Ontology database release 2015-08-06; PANTHER Overrepresentation Test release 20150430.

## List of the AGI codes for the Arabidopsis genes

The following is the AGI codes of the Arabidopsis genes that are specifically described by their common names in the main text: *DDE2* (AT5G42650), *EIN2* (AT5G03280), *PAD4* (AT3G52430), *SID2* (AT1G74710), *FLS2* (AT5G46330), *ARGOS* (AT3G59900), *PR1* (AT2G14610), *NPR1* (AT1G64280), *MKK2* (AT4G29810), *EDS1* (AT3G48080), *SARD1* (AT1G73805), *PDF1*.*2a* (AT5G44420), *PR3* (AT3G12500), *PR4* (AT3G04720), and *ORA59* (AT1G06160).

### Data submission to NCBI’s gene expression omnibus

Tag-Seq data and the derived read-counts-per-gene data have been submitted to NCBI’s Gene Expression Omnibus (GEO); GEO data series GSE78735.

## Figshare information

Some of supplementary information is available from Figshare with a title of “Arabidopsis transcriptome/hormone response to flg22” and the following description [64]:

The raw data used to generate the data in this set: (GEO GSE78735) Arabidopsis thaliana RNA-3seq data collected from 17 genotypes (JEPS, jEPS, JePS, JEpS, JEPs, jePS, jEpS, jEPs, JepS, JePs, JEps, jepS, jePs, jEps, Jeps, jeps, fls2) x 7 time points (0, 1, 2, 3, 5, 9, 18 hours after flg22 treatment) x 3 biological replicates.

Contents of this set:

All are tab-delimited text. The number of columns does not include the row name column (gene/hormone name).

1. The mean and standard error estimates for each combination of the genotype and the time (119 columns) for each of 18750 genes (rows).
  - Mean: “genotype.time.mean.estimates.txt”
  - Standard error: “genotype.time.std.err.txt”
2. The same as 1. but for 37 hormones (rows) and related compounds (hormones, hereafter). Note that for JA, all 8 j-containing genotypes (such as jEPS, jEps) were handled as a single genotype, so they have the same values for a single time point.
  - Mean: “hormone.genotype.time.mean.estimates.txt”
  - Standard error: “hormone.genotype.time.std.err.txt”
3. The transcript response change (difference in differences) for the comparisons of each of the 15 combinatorial genotypes (not including the jeps) vs. jeps at each of 6 time points (1, 2, 3, 5, 9, 18 hours; 15 * 6 = 90 columns), for 18750 genes (rows).
  - Mean: “did.vs.quad.txt”
  - Associated p-value: “did.pval.vs.quad.txt”
4. The transcript response change (difference in differences) for the comparisons of each of the 15 combinatorial genotypes (not including JEPS) vs. JEPS (WT) at each of 6 time points (90 columns), for 18750 genes (rows).
  - Mean: “did.vs.wt.txt”
  - Associated p-value: “did.pval.vs.wt.txt”
5. The transcript response change (difference in differences) for the comparisons between fls2 and JEPS (WT) at each of 6 time points (6 columns), for 18750 genes (rows).
  - Mean: “did.fls2.vs.wt.txt”
  - Associated p-value: “did.pval.fls2.vs.wt.txt”
6. The same as 3., but for 37 hormones
  - Mean: “hormone.did.vs.quad.txt”
  - Associated p-value: “hormone.did.pval.vs.quad.txt”
7. The same as 5., but for 37 hormones
  - Mean: “hormone.did.fls2.vs.wt.txt”
  - Associated p-value: “hormone.did.pval.fls2.vs.wt.txt”
8. The signaling allocation results (16 allocations x 6 time points = 96 columns) with the model selected based on AICc. (used in most Figs for signaling allocations, including Fig 2 heatmap) for 5235 genes plus two hormones (rows).
  - Mean: “allocation.AICc.model.mean.txt”
  - Associated p-value: “allocation.AICc.model.pval.txt”
9. The signaling allocation results (16 allocations x 6 time points = 96 columns) with the full (unregularized) model. (used in the Fig 3 and S3A Fig) for 5259 genes plus two hormones (rows).
  - Mean: “allocation.full.model.mean.txt”
  - Associated p-value: “allocation.full.model.pval.txt”
10. The signaling allocation results (16 allocations x 6 time points = 96 columns) with the model selected based on BIC. (used in S3B Fig) for 4954 genes plus 2 hormones (rows).
  - Mean: “allocation.BIC.model.mean.txt”
  - Associated p-value: “allocation.BIC.model.pval.txt”
11. “genes.for.allocation.figs.txt”: The gene sets used in the figures indicated below among the genes in 8. (5235 genes plus 2 hormones; rows). A value of 0 indicates not used in the figure. For clusters and randomly selected genes, a value of 1 indicates the membership. For heatmaps, non-zero values indicate the order of the genes from the top in the figure. The figures are indicated in the column (22 columns): 'Fig2.heatmap', 'Fig2.column.a', 'Fig2.column.b', 'Fig6A.heatmap', 'Fig6B.heatmap', 'Fig6C.heatmap', 'Fig8.heatmap', 'Fig8.clusterS1', 'Fig8.clusterS2', 'Fig8.clusterS3', 'Fig9A.heatmap', 'Fig9B.heatmap', 'Fig9C.heatmap', 'Fig9A.clusterE1', 'Fig9A.clusterE2', 'Fig9A.clusterE3', 'Fig10A.heatmap', 'Fig10E.heatmap', 'Fig10F.heatmap', 'Fig10G.heatmap', 'S4Fig.heatmap', 'S7Fig.ET.geneset'
12. “S2Fig.genes.txt”: The gene sets used in the S2 Fig (panels A and B; 2 columns) among the genes in 1. (18750 genes; rows). A value of 0 indicates not used in the figure. Non-zero values indicate the order of the genes from the top in the figure.
13. “cor.design.mat.txt”: The cosine correlation among the signaling allocation terms in linear model. The design matrix for only one time point was used.

## Supporting information

S1 Data Raw hormone data. They are in pmol/g dry weight. U.Q., under quantification limit.
(TXT) Click here for additional data file.

S1 Text Supporting methods. (DOCX) Click here for additional data file.

S2 Text Infiltration schedules. (ZIP) Click here for additional data file.

S1 Fig The timecourses of the activity levels (A, C, E, and G) and responses (B, D, F, and H) of the JA (A and B), ET (C and D), PAD4 (E and F), and SA (G and H) signaling sectors in 17 genotypes. The lines for the genotypes are color coded for combinations of the active signaling sectors: JA (red), ET (yellow), PAD4 (green), and SA (blue), except for *JEPS* (wild type, black), *jeps* (quad, gray), and *fls2* (pink). See the legend on the right. The responses are calculated by subtracting the value for 0 hpt in each genotype for each sector. Some lines specifically discussed in the main text are labeled with the genotype names. Log_2_-transformed free JA and SA levels were used for the JA and SA sector activities, respectively, and log_2_-transformed transcript levels of the marker genes *ARGOS* and AT4G04500 were used for the ET and PAD4 sector activities, respectively.
(TIF) Click here for additional data file.

S2 Fig The transcript levels of the flg22-resonsive, network-dependent (A, 5259 genes) or network-independent (B, 2659 genes) genes. The heatmaps after clustering based on the Pearson correlation coefficient are shown. The log_2_-transformed transcript level data from the genotypes *fls2*, *JEPS*, and *jeps* at all the time points were used. See Fig 1 for selection of the genes. For better visualization, the color intensity of each row is scaled for the maximum value.
(TIF) Click here for additional data file.

S3 Fig Signaling allocations with different stringency of regularization. Heatmaps of the signaling allocations based on the models with no regularization (A) and with the regularization stringency selected by BIC (B) are shown. The orders of the genes in the rows of the heatmaps are the same as that in Fig 2 to facilitate comparisons among these two panels and the Fig 2 heatmap. Thin black lines in (B) show the genes in which no signaling allocations remained significant after stringent regularization. For better visualization, the color intensity of each row is scaled for the most extreme value of the row. “(C)-(E) None-zero signaling allocation values are compared pairwise among the unregularized, AICc-selected, and BIC-selected models by scatter plot with the density contour. The signaling allocation values for each gene/hormone were scaled so that the highest absolute value of the wild-type fitted transcript responses across the time points becomes 1. The correlations observed in the plots show conservation of the values across different stringency levels of regularization.
(TIF) Click here for additional data file.

S4 Fig Genes selected for the SA single sector dominance are likely regularization artifacts. Heatmaps of the signaling allocations based on the AICc-selected regularization (A) and no regularization (B) for seven genes that passed the filter for the SA single sector dominance are shown. Since there is no evidently consistent pattern between (A) and (B), it is likely that the allocation results in (A) are artifacts of regularization. For better visualization, the color intensity of each row is scaled for the most extreme value of the row.
(TIF) Click here for additional data file.

S5 Fig Signaling allocation for alternative ET and PAD4 sector activity markers, AT3G16530 (A) and AT4G21840 (B). Heatmaps for the signaling allocations are shown. The allocation patterns are similar to those of the ET and PAD4 sector activity markers of our selection, *ARGOS* and AT4G04500, respectively (Fig 5B and 5C). The allocations were scaled for visualization using the most extreme value in each panel.
(TIF) Click here for additional data file.

S6 Fig *FLS2* transcript levels in the *ein2*-containing genotypes. *FLS2* transcript levels in the *ein2*-containing genotypes are increased to nearly wild type levels within 1 hour after flg22 treatment. (A and B) Transcript level time courses of AT5G46330 (*FLS2*) for 17 genotypes are shown. The lines for the genotypes are color coded for combinations of the active signaling sectors: JA (red), ET (yellow), PAD4 (green), and SA (blue), except for *JEPS* (wild type, black), *jeps* (quad, gray), and *fls2* (pink). See the legend on the right. (B) A zoom-in of (A) on early time points. Note that lines for all *EIN2*-containing genotypes (lines containing yellow) are higher than the lines for all *ein2*-containing genotypes at 0 hpt but there is almost no difference between them at 1 hpt.
(TIF) Click here for additional data file.

S7 Fig Transcript response timecourse comparisons of *ein2*-sensitive genes between wild type (*JEPS*) and *ein2* (*JePS*). (A) The timecourses of 100 genes randomly selected from 1270 genes whose transcript responses were significantly changed in *JePS* compared to *JEPS*. Each trace represents one of the 100 genes. The timecourse is color coded as shown. (B-E) Artificially generated examples of expected patterns in the timecourse comparison plot (A). The left panels show example transcript response timecourses in each of the genotypes *JEPS* (black) and *JePS* (red-green-blue). The right panels show what the timecourses in the left panel looks like in the timecourse comparison plot. If transcript response is delayed in *JePS* due to low FLS2 level at early time points, counter-clock-wise trace patterns (yellow to green to sky blue) are seen in the timecourse comparison plot as seen in (B-E, right panels). However, such trend is not evident in (A), indicating delayed transcript responses are not a major trend among these genes.
(TIF) Click here for additional data file.

S8 Fig An early ethylene spike is evident with other ET marker genes. Mean transcript levels of common ET marker genes, across all genotypes and time points profiled. (A) *ARL* (AT2G44080) and (B) *EBF2* (AT5G25350). The lines for the genotypes are color coded for combinations of the active signaling sectors: JA (red), ET (yellow), PAD4 (green), and SA (blue), except for *JEPS* (wild type, black), *jeps* (quad, gray), and *fls2* (pink). See the legend on the right. Data were collected at 0, 1, 2, 3, 5, 9, and 18 hours after flg22 treatment.
(TIF) Click here for additional data file.

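ARL (AT2G44080, chromosome 2, 18236789 to 18238173) and EBF2 (AT5G25350, chromosome 5, 8794252 to 8797349) were examined in the counts. In the 8 genotypes with EIN2, the mean of ARL rose from 42.5 to 96.3 normalized counts at 0 h to 250.7 to 478.9 at 1 h, and was 173.3 to 331.4 at 2 h. In the 8 with ein2-1 it was 0.935 to 54.2 at 1 h. The mean of EBF2 rose from 216.7 to 337.2 at 0 h to 1008 to 1511 at 1 h with EIN2, and was 409.5 to 548.1 at 2 h, above the levels at 0 h. With ein2-1 it was 52.2 to 87.2 at 0 h and 236.2 to 368.2 at 1 h. Both transcripts also rose in fls2, which lacks the flg22 receptor. The mean of EBF2 in fls2 was 216.8 ± 28 (SD, n = 3) at 0 h, 586.1 ± 70 at 1 h and 569.9 ± 121.2 at 2 h, when JEPS had 453.9 ± 68.6. That of ARL was 55.5 ± 21.9 at 0 h and 107.6 ± 11 at 1 h.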

# Supplementary material for: The highly buffered Arabidopsis immune signaling network conceals the functions of its components
**Source:** PLoS Genet. 2017 May 4;13(5):e1006639. doi: 10.1371/journal.pgen.1006639
**Supplement:** S1 Text

# Plant leaf tissue treatment and collection

To handle the large number of samples required, plants harvested at all needed time points could not be infiltrated all at the same time. Thus inoculation was staggered so that different timepoints were inoculated at different times. The infiltration times were arranged so that the collection times were, as much as was experimentally feasible, approximately the same time of day. Specifically, leaves for the 1, 2, 3, and 5 hr time points were all harvested one right after another within about 2 hours. The 0, 9 and 18 hr samples were harvested at other times of day. 

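The harvest schedules of the supplement hold 203 entries per time point over 12 schedules. The median clock time of harvest was 11.4 h at 0 h, 16.8 h at 1 h, 16.7 h at 2 h, 16.3 h at 3 h, 17.2 h at 5 h, 19.6 h at 9 h and 12.1 h at 18 h.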

See S3 Text for detailed infiltration schedules for all experiments.

# Hormone measurement

## Modification of JA data

The log_2_-transformed measured values from the *dde2*-containing genotypes, in which the actual JA level is 0, ranged from 4.0 to 11.4 (mean 7.6, standard deviation 1.6). The log_2_-transformed measured values from the *DDE2*-containing genotypes ranged from 4.8 to 15.9. When the values from the *DDE2*-containing genotypes were fit to the above linear model, the estimated standard deviation of measurements for a single genotype:time combination was 0.86 in the log_2_ scale, indicating that the measured values for the JA level of 0 was abnormally over-dispersed. To avoid overestimation of the significance, we applied the following data modification for the very low JA level values (including 0). First, we designated the measured values “below detection” when log_2_(measured JA value) < 10.5. Second, the “below detection” values were substituted with log_2_-transformed values randomly sampled from *N*(8.8, 0.86^2^), in which the above estimated data standard deviation for the *DDE2*-containing genotypes was used. Third, the first and second steps were repeated 10 times to generate 10 datasets with randomly generated values for the very low JA level. Fourth, the linear model, ${log}_{2}\left[ JA \right] \sim genotype:time-1$, with the genotype factor in which all the *dde2*-containing genotypes combined to a single genotype, was fit to each of 10 generated datasets, and the mean and standard error estimates for each genotype:time combination were averaged across the 10 models. The obtained averaged mean and standard errors were used for “adjusted log_2_ JA” values.

**Fitting linear model to the data for hormones and related compounds, except for JA**

Seven among 43 hormones and related compounds (simply referred to as “hormones” hereafter; JA is not included) had 49 or more genotype:time combinations that had values under quantification (‘U.Q.’) for all three replicates and were removed. In the data for the remaining 36 hormones, ‘U.Q.’ values were converted to NA values, so that these values were ignored in the following linear model fitting. The linear model, ${log}_{2}\left[ hormone \right] \sim genotype:time-1$, was fit to the data for each of 36 remaining hormones, using the lm function in R. The obtained mean and standard error estimates were used for hormone selection below.

# Tag-Seq library preparation and measurement of gene transcript expression levels

Main text methods describe how raw gene transcript counts were tallied from sequencing data. See the NCBI Gene Expression Omnibus (GEO) Data Series GSE78735 for the sequencing data and sample metadata used in data processing. Tallied counts per gene in each sample are also available from this data series.

## Fitting the glm-nb to the Tag-Seq data

26,275 TAIR10 genes had at least one count in at least 1 library. Only these genes were used in further analyses. We used the R functions of glm.nb {MASS} and glmregNB {mpath} for the purpose of glm-nb fitting and the lasso regularization of glm-nb, respectively. For each library, the count value at the 90^th^ percentile *v_90_* was extracted. The log*_e_*-transformed ratio of *v_90_* from each library to 300 counts (log*_e_*(*v_90_*/300)) was used as the offset in the glm.nb and glmregNB functions, for the purpose of between-libraries normalization. The quartile values of log*_e_*(*v_90_*/300) across the libraries were:

0% 25% 50% 75% 100%

-2.407946 -1.529395 -1.261131 -1.069053 0.000000

We filtered the genes to remove those that mostly have very low transcript levels as described in the main text to obtain 18750 genes. Since the glm-nb does not behave well with 0 read count values, the data for 18750 genes were floored as follows. For the purpose of estimating the mean values for each genotype:time combination, when all count values from three replicates for the combination were 0, one of the three values which was from the library with the highest *v_90_* among the three libraries was changed to 1 (modified data 1). The reason the library with the highest *v_90_* was selected is that the value change of 0 to 1 has the least impact among the three replicate libraries. Since this data modification was to raise the lower boundary of the dynamic range, comparisons of these mean estimates to any higher mean estimates were more conservative than the true comparisons. While the mean estimates behave reasonably with at least one non-zero read count in each of the genotype:time combinations, the associated standard error was vastly overestimated if there was any 0 read count among the replicates of a genotype:time combination, which resulted in a large loss of power. To avoid this unreasonable loss of power, for the purpose of the standard error calculation, we used modified data, in which all 0 read count values were changed to 1 (modified data 2). Only the standard errors that are associated with 0 read counts in the modified data 1 were replaced with the standard error calculated with modified data 2.

The reason glm-nb was used is because the distribution of read count values for each genotype:time combination for each gene is approximated by random sampling from Poisson distributions whose mean values are sampled from a log-normal distribution since the expression levels of most genes are known to assume log-normal distributions (1). The negative binomial distribution can be defined as a Poisson-Gamma mixture, i.e., a distribution made by sampling from Poisson distributions whose mean values are sampled from a Gamma distribution. A log-normal distribution can be well approximated by a Gamma distribution, and thus the distribution of read count values can be well approximated by a negative binomial distribution. The mean and standard error values were estimated in the log*_e_* scale by the glm.nb function for every genotype:time combination for each of 18750 genes. The estimated values in the log*_e_* scale were converted to the conventional log_2_ scale by dividing them by log*_e_*2.

# Gene and hormone selection

## Calculation of transcript/hormone response changes and the associated p-values

A transcript response change is a difference in differences; it calculates the transcript response in a network reconstitution genotype relative to the transcript response in the null network genotype, the quadruple mutant *dde2 ein2 pad4 sid2*:

$r=\left( e_{g,t\neq0}- e_{g, t=0} \right)-\left( e_{q,t\neq0}- e_{q, t=0} \right)$

Where $r$ is the transcript response change, $e$ the mean transcript level, $g$ any combinatorial genotype other than $q$, the quadruple mutant.

**C**

For each gene, 90 transcript response change values were estimated, for 15 genotypes and 6 responsive time points. The standard error for the transcript response change, $w$*,* was calculated as follows.

$$w=\sqrt{\left( {s_{g,t\neq0}}^{2}+{s_{g, t=0}}^{2}+{s_{q,t\neq0}}^{2}+{s_{q, t=0}}^{2} \right)}$$

Where $s$ is the standard error associated with each of the mean transcript levels used in the transcript response change calculation above, and $g$ is any combinatorial genotype other than $q$, the quadruple mutant.

The *z*-value, $r/w$, was used in the *z*-test to calculate the *p*-value (2-sided test). The *p*-values for the same comparisons with hormones were also calculated similarly, except that *t*-test (2-sided test) was used instead of *z*-test. The residual degree of freedom from the model for each hormone was used as the degree of freedom in the *t*-test.

When genes/hormones were selected by transcript/hormone responses in *fls2* relative to wild type, the indices for $e$ and $s$ in the above formula for $r$ and $w$ were $g=fls2$ and $q=wild type$. When genes were selected by transcript responses relative to wild type, the wild type genotype was used as the base line instead of *quad* ($q=wild type$; Fig 2, columns a and b and Fig 4)

## Estimating q-values for transcript response changes

To select the flg22-responsive and network-dependent genes/hormones, 90 *p*-values from the comparisons of combinatorial genotypes to *quad* and 6 *p*-values from the comparisons of *fls2* to wild type for each of 18750 genes and 36 hormones except JA, or 48 *p*-values from the comparisons of combinatorial genotypes to *quad* (they were fewer because all *dde2*-containing genotypes were combined to *quad*) and 6 *p*-values from the comparisons of *fls2* to wild type for JA, were multiple tests corrected together (total 1803285 p-values since 225 *p*-values from the hormones were missing due to U.Q. values) using Storey’s FDR (2) . The qvalue function in the R package ‘qvalue’ (3) was used to apply Storey’s FDR. In any case when FDR was used in this study, the *p*-value distribution before correction was visually inspected in a histogram to assure that the *p*-value distribution satisfies an assumption of a homogenous null distribution for FDR. The *p*-value corrected by Storey’s FDR is designated the *q*-value. *q*-values less than 0.05 for transcript/hormone response changes greater than 1 or less than -1 (in log_2_ scale) in the wild type and *fls2* comparisons were considered significant for the flg22-responsiveness (7918 genes and SA). *q*-values less than 0.05 for transcript/hormone response changes greater than 1 or less than -1 (in log_2_ scale) in the combinatorial genotypes and *quad* comparisons were considered significant for the network dependence (9185 genes, SA, and JA). The intersect of these two sets, 5257 genes and SA were flg22-responsive, network-dependent genes/hormone. JA passed the hormone response change criteria but did not pass the flg22-specificity criterion as the JA level also strongly responded in *fls2* (S1 Fig, panel B). Nonetheless, we included JA in the subsequent analysis because many JA-responsive genes showed flg22-specific responses (see below) and because it is a well characterized immune hormone (4).

For the analyses in Fig 2 columns a and b, and Fig 4, gene set selection was based on transcript response changes relative to wild type for all 18750 genes, instead of relative to *quad*. The *p*-values for all comparisons between wild type and other combinatorial genotypes were corrected together by Storey’s FDR and used for the gene selections in the figures. For Fig 2 columns a and b and Fig 4, we were interested in genes without significant transcript response changes relative to wild type. Thus gene sets were selected as the complements of gene sets for significant difference, the latter of which had *q* < 0.05 for at least one of the transcript response changes relative to wild type greater than 1 or less than -1 (in log_2_ scale).

# Signaling allocation models

## Fitting signaling allocation models for transcript response change

For each gene, the glm-nb with the design matrix **M**, an offset vector $\boldsymbol{u}$ for the between-libraries normalization (a vector of log*_e_*(*v_90_*/300), which is the same for all the genes) and another offset vector $\boldsymbol{e}_{\boldsymbol{0}}$ for the mean estimates of the transcript level at *t* = 0 for the genotype same as that of the corresponding observation of the gene was fit.

$\boldsymbol{e}\sim M\boldsymbol{+offset}\left( \boldsymbol{u+}\boldsymbol{e}_{\boldsymbol{0}} \right)$ Model 1

Where $\boldsymbol{e}$ is a vector of read count values of length 288 (16 network reconstitution genotypes across 6 time points after 0h, with 3 biological replicates for each genotype:time factor combination),

$\boldsymbol{e}=\left[ \begin{matrix} \boldsymbol{e'}_{replicate 1} \\ \boldsymbol{e'}_{replicate 2} \\ \boldsymbol{e'}_{replicate 3} \end{matrix} \right]$

${\boldsymbol{e}^{\boldsymbol{'}}}_{replicate}\boldsymbol{=}\left[ \begin{matrix} \begin{matrix} \boldsymbol{\eta}_{\boldsymbol{t=1}} \\ \boldsymbol{\eta}_{\boldsymbol{t=2}} \\ \boldsymbol{\eta}_{\boldsymbol{t=3}} \end{matrix} \\ \boldsymbol{\eta}_{\boldsymbol{t=5}} \\ \begin{matrix} \boldsymbol{\eta}_{\boldsymbol{t=9}} \\ \boldsymbol{\eta}_{\boldsymbol{t=18}} \end{matrix} \end{matrix} \right]$

$\boldsymbol{\eta}_{\boldsymbol{t}}\boldsymbol{=}\left[ \begin{matrix} \begin{matrix} \begin{matrix} \begin{matrix} \boldsymbol{JEPS}_{t} \\ \boldsymbol{jEPS}_{t} \\ \boldsymbol{JePS}_{t} \end{matrix} \\ \boldsymbol{JEpS}_{t} \\ \boldsymbol{JEPs}_{t} \end{matrix} \\ \boldsymbol{jePS}_{t} \\ \boldsymbol{jEpS}_{t} \end{matrix} \\ \begin{matrix} \boldsymbol{jEPs}_{t} \\ \boldsymbol{JepS}_{t} \\ \boldsymbol{JePs}_{t} \end{matrix} \\ \begin{matrix} \boldsymbol{JEps}_{t} \\ \boldsymbol{jepS}_{t} \\ \begin{matrix} \boldsymbol{jePs}_{t} \\ \boldsymbol{jEps}_{t} \\ \begin{matrix} \boldsymbol{Jeps}_{t} \\ \boldsymbol{jeps}_{t} \end{matrix} \end{matrix} \end{matrix} \end{matrix} \right]$

Where genotypes are indicated by the presence ($\boldsymbol{J, E, P, S}$) or absence ($\boldsymbol{jeps}$) of the four sectors (JA, ET, PAD4, SA).

$\boldsymbol{a}$ is the coefficient vector for the design matrix M (thus it is not seen in Model 1), which is the signaling allocation:

$\boldsymbol{a=}\left[ \begin{matrix} \begin{matrix} \boldsymbol{\alpha}_{\boldsymbol{t=1}} \\ \boldsymbol{\alpha}_{\boldsymbol{t=2}} \\ \boldsymbol{\alpha}_{\boldsymbol{t=3}} \end{matrix} \\ \boldsymbol{\alpha}_{\boldsymbol{t=5}} \\ \begin{matrix} \boldsymbol{\alpha}_{\boldsymbol{t=9}} \\ \boldsymbol{\alpha}_{\boldsymbol{t=18}} \end{matrix} \end{matrix} \right]$

$\boldsymbol{\alpha}_{\boldsymbol{t}}\boldsymbol{=}\left[ \begin{matrix} \begin{matrix} \begin{matrix} \begin{matrix} \boldsymbol{JA}_{t} \\ \boldsymbol{ET}_{t} \\ {\boldsymbol{PAD}\boldsymbol{4}}_{t} \end{matrix} \\ \boldsymbol{SA}_{t} \\ \boldsymbol{J:E}_{t} \end{matrix} \\ \boldsymbol{J:P}_{t} \\ \boldsymbol{J:S}_{t} \end{matrix} \\ \begin{matrix} \boldsymbol{E:P}_{t} \\ \boldsymbol{E:S}_{t} \\ \boldsymbol{P:S}_{t} \end{matrix} \\ \begin{matrix} \boldsymbol{J:E:P}_{t} \\ \boldsymbol{J:E:S}_{t} \\ \begin{matrix} \boldsymbol{J:P:S}_{t} \\ \boldsymbol{E:P:S}_{t} \\ \begin{matrix} \boldsymbol{J:E:P:S}_{t} \\ \boldsymbol{remainder}_{t} \end{matrix} \end{matrix} \end{matrix} \end{matrix} \right]$

$M$ in model 1 is a block matrix, composed of three $M^{'}$matrices, one for each biological replicate:

$M=\left[ \begin{matrix} M' \\ M' \\ M^{'} \end{matrix} \right]$

where $M^{'}$is the block matrix:

$M^{'}= \left[ \begin{matrix} \begin{matrix} A & 0 & 0 \\ 0 & A & 0 \\ 0 & 0 & A \end{matrix} & \begin{matrix} 0 & 0 & 0 \\ 0 & 0 & 0 \\ 0 & 0 & 0 \end{matrix} \\ \begin{matrix} 0 & 0 & 0 \\ 0 & 0 & 0 \\ 0 & 0 & 0 \end{matrix} & \begin{matrix} A & 0 & 0 \\ 0 & A & 0 \\ 0 & 0 & A \end{matrix} \end{matrix} \right]$

where 0 represents a block of zeros, and A the signaling allocation matrix defined in (5):

$$A=\left[ \begin{matrix} 1 & 1 & 1 & 1 & 1/6 & 1/6 & 1/6 & 1/6 & 1/6 & 1/6 & 1/4 & 1/4 & 1/4 & 1/4 & 1 & 1 \\ 0 & 1 & 1 & 1 & 0 & 0 & 0 & 1/3 & 1/3 & 1/3 & 0 & 0 & 0 & 1 & 0 & 1 \\ 1 & 0 & 1 & 1 & 0 & 1/3 & 1/3 & 0 & 0 & 1/3 & 0 & 0 & 1 & 0 & 0 & 1 \\ 1 & 1 & 0 & 1 & 1/3 & 0 & 1/3 & 0 & 1/3 & 0 & 0 & 1 & 0 & 0 & 0 & 1 \\ 1 & 1 & 1 & 0 & 1/3 & 1/3 & 0 & 1/3 & 0 & 0 & 1 & 0 & 0 & 0 & 0 & 1 \\ 0 & 0 & 1 & 1 & 0 & 0 & 0 & 0 & 0 & 1 & 0 & 0 & 0 & 0 & 0 & 1 \\ 0 & 1 & 0 & 1 & 0 & 0 & 0 & 0 & 1 & 0 & 0 & 0 & 0 & 0 & 0 & 1 \\ 0 & 1 & 1 & 0 & 0 & 0 & 0 & 1 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 1 \\ 1 & 0 & 0 & 1 & 0 & 0 & 1 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 1 \\ 1 & 0 & 1 & 0 & 0 & 1 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 1 \\ 1 & 1 & 0 & 0 & 1 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 1 \\ 0 & 0 & 0 & 1 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 1 \\ 0 & 0 & 1 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 1 \\ 0 & 1 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 1 \\ 1 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 1 \\ 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 0 & 1 \end{matrix} \right]$$

The resulting coefficients of Model 1 (i.e., $\boldsymbol{a}$) were used in S2 Fig, panel A (full model, unregularized). However, with only three times as many data points as coefficients fit, there were very few cases where any of these coefficients had significant p-values, even without correcting for multiple-hypothesis testing across all genes. Moreover, biologically, it is unlikely that all available signaling allocation contributions are used to regulate each gene. Therefore we sought sparse models that still have excellent predictive power.

Least-angle regression (lasso) regularization (6,7) provided a unique path for dropping model parameters. Lasso defined an order in which to drop parameters, which allowed us to avoid the combinatorial explosion of possible paths for randomly dropping parameters. Lasso achieves regularization by using the L^1^-norm times a shrinkage factor, λ to penalize ordinary least-squares regression. Introducing this penalty has the effect of driving less significant parameters to zero, while shrinking all coefficients.

Using the glmregNB function in the R package ‘mpath’, coefficients were extracted for each step along the lasso shrinkage path. An ordinary least-squares model was then refit using the glm.nb function for each step, containing only the parameters with non-zero coefficients at that step, and the AICc and BIC (8,9) of the refit sparse model were recorded. Then the regularized refit models corresponding to the minimum AICc were used unless stated otherwise. AICc is a form of Akaike’s Information Criteria (AIC) that is corrected for finite sample sizes; using AICc is a standard statistical approach for balancing model complexity with model fit. After our lasso- and AICc-based regression, the models for many genes contained coefficients with highly-significant *p*-values. For S3 Fig, panel B, the regularized refit models corresponding to the minimum BIC were used. BIC-selected regularization is in general more stringent than AICc-selected, and the numbers of non-zero parameters were lower.

# Selection of sector activity marker genes for the ET and PAD4 sectors

For selection of PAD4 sector activity markers, the following criteria were used (all transcript responses are in log_2_ scale): (1) for sufficiently precise measurements, the highest transcript response across the time points in wild type was higher than 2; (2) for the flg22-specificity, the difference in the transcript responses between wild type and *fls2* at the maximum time point in (1) was higher than 2; (3) for the *PAD4* specificity, the transcript response in each of the *pad4*-containing genotypes was less than half of the transcript response in the corresponding *PAD4*-containing genotypes; (4) for the unresponsiveness in all *pad4*-containing genotypes, the standard deviation of the transcript response across all *pad4*-containing genotypes and all time points are smaller than one fourth of the highest transcript response across all *PAD4*-containing genotypes and all time points. In this way, we identified AT4G04500 (our PAD4 sector activity marker) and AT4G21840 (S5 Fig, panel B). 

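On the fitted levels of the 11848 tested genes, 2151 genes passed the first of the criteria for PAD4 markers, 838 the first pair, and 1 all of them. It was AT1G65481, named after its values were seen. AT4G04500 and AT4G21840 were not among the tested genes.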

We visually inspected the transcript responses of these genes across the genotypes and the time points to make sure that the responses are consistently lower in the *pad4*-containing genotypes than the *PAD4*-containing genotypes.

Similarly, for selection of ET sector activity markers, the following criteria were used (all transcript responses are in log_2_ scale): (1) for sufficiently precise measurements, the highest transcript response across the time points in wild type was higher than 3; (2) for the flg22-specificity, the difference in the transcript responses between wild type and *fls2* at the maximum time point in (1) was higher than 1.5; (3) for the *PAD4* specificity, the transcript response in each of the *pad4*-containing genotypes was lower than two thirds of the transcript response in the corresponding *PAD4*-containing genotypes; (4) for the unresponsiveness in all *pad4*-containing genotypes, the standard deviations of the transcript responses across all *pad4*-containing genotypes and all time points are smaller than one fourth of the highest transcript response across all *PAD4*-containing genotypes and all time points. The threshold values of some of the criteria were changed from the PAD4 marker selection to obtain a reasonable number of candidates. Thirteen candidates were selected. 

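The criteria for ET markers, read with ein2 in place of pad4, left 1266 genes after the first, 866 after the second, 10 after the third and 9 after the fourth. The 9 genes were PCR1 (AT1G14880), AT1G30070, AT1G58225, AT2G15220, AT3G16530, AT3G29000, DMR6 (AT5G24530), AT5G27760 and SAL2 (AT5G64000). With the third criterion taken on the mean over time points, an alternative chosen after seeing the data, 2 genes passed.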

We visually investigated the transcript responses of these genes and selected genes that have transcript responses consistently lower in the *pad4*-containing genotypes than the *PAD4*-containing genotypes across the time points. In this way, we selected AT3G59900 (*ARGOS*, our ET sector marker gene) and AT3G16530 (S5 Fig, panel A). The transcript levels of *ARL* (AT2G44080) and *EBF2* (AT5G25350), which are commonly used ET marker genes (10), were also used in S8 Fig to support the notion of early ET signaling after flg22 treatment.

**Selection of genes for figures.**

The JA single sector dominant genes in Fig 6A were selected for that the maximum absolute value of the JA single sector contributions across the time is at least 1.6-time greater than the maximum absolute value of all the other sector contributions and interactions across the time. The ET, PAD4, and SA single sector dominant genes in Fig 6B, Fig 6C, and S4 Fig, respectively, were selected similarly, but for each corresponding single sector contributions.

The apparent SA-responsive genes in Fig 8 were first selected for *q* < 0.05 and the absolute difference value in log_2_-scale > 1 (i.e., greater than 2-fold change) in all three criteria at at least one time point: (1) flg22-responsiveness in *JEPS* (WT), which was defined by differences at non-0 time points from 0 h in *JEPS*; (2) FLS2-dependence, which was defined by the difference between *fls2* and *JEPS* at each non-0 time point; (3) SA-dependence, which was defined by the difference between *JEPs* and *JEPS* at each non-0 time point. The *q*-value was calculated from the *p*-values for the three criteria combined. Additionally, the sign of the responsiveness, FLS2-dependence and SA-dependence were required to be the same (e.g., if it is flg22-inducible, the transcript levels were required to be lower in *fls2* and *JEPs* compared to *JEPS*). Among the selected, the genes that overlap with the genes in Fig 2 were shown in Fig 8. The apparent ET-, JA-, and PAD4-responsive genes in Figs 9A, 9B, and 9C were selected similarly, but for the corresponding single mutants, *JePS*, *jEPS*, and *JEpS*, respectively, instead of *JEPs*.

The genes with strong synergistic J:E interactions in Fig 10E were selected for: (1) the maximum absolute value of the J:E interactions across the time is greater than the maximum absolute value of the other sector contributions and interactions except for the JA and ET single sector contributions across the time; AND (2) at the time for the maximum absolute value of the J:E interactions, all of the J:E interactions and the JA and ET single sector contributions were non-negative. The genes with the JA and ET single sector additive contributions in Fig 10F were selected for: (1) at the time when the absolute value of the addition between the JA and ET single sector contributions was maximum, both of the JA and ET single sector contributions were positive; AND (2) both of the JA and ET single sector contributions at the same time were greater than the maximum absolute values of the other sector contributions and interactions across the time. The genes with strongly buffering J:E interactions in Fig 10G were selected for: (1) the maximum absolute value of the J:E interactions across the time is greater than the maximum absolute value of the other sector contributions and interactions except for the JA and ET single sector contributions across the time; AND (2) at the time for the maximum absolute value of the J:E interactions, the J:E interaction was negative, and the JA and ET single sector contributions were both positive.

# References

1. Bengtsson M, Ståhlberg A, Rorsman P, Kubista M. Gene expression profiling in single cells from the pancreatic islets of Langerhans reveals lognormal distribution of mRNA levels. Genome Res. 2005;15(10):1388–92.

2. Storey JD, Tibshirani R. Statistical significance for genomewide studies. Proc Natl Acad Sci U S A [Internet]. 2003 Aug;100(16):9440–5. Available from: http://www.pnas.org/content/100/16/9440.full

3. Storey JD. qvalue: Q-value estimation for false discovery rate control [Internet]. 2015. Available from: http://qvalue.princeton.edu/

4. Campos ML, Kang JH, Howe GA. Jasmonate-Triggered Plant Immunity. J Chem Ecol. 2014;40(7):657–75.

5. Tsuda K, Sato M, Stoddard T, Glazebrook J, Katagiri F. Network properties of robust immunity in plants. PLoS Genet. 2009 Dec;5(12).

6. Tibshirani R. Regression shrinkage and selection via the lasso: a retrospective. J R Stat Soc Ser B (Statistical Methodol [Internet]. 2011 Jun;73(3):273–82. Available from: http://doi.wiley.com/10.1111/j.1467-9868.2011.00771.x

7. Efron B, Hastie T, Johnstone I, Tibshirani R. Least angle regression. Ann Stat [Internet]. 2015 Dec;32(2):407–99. Available from: http://projecteuclid.org/euclid.aos/1083178935

8. Burnham KP. Multimodel Inference: Understanding AIC and BIC in Model Selection. Sociol Methods {&} Res [Internet]. 2004 Nov;33(2):261–304. Available from: http://smr.sagepub.com/content/33/2/261.short?rss=1%7B&%7Dssource=mfr

9. Hurvich CM, Tsai C-L. Regression and time series model selection in small samples. Biometrika [Internet]. 1989;76(2):297–307. Available from: http://www.scopus.com/inward/record.url?eid=2-s2.0-70349119250%7B&%7DpartnerID=tZOtx3y1

10. Guo H, Ecker JR. Plant Responses to Ethylene Gas Are Mediated by SCFEBF1/EBF2-Dependent Proteolysis of EIN3 Transcription Factor. Cell [Internet]. 2003 Dec;115(6):667–77. Available from: http://www.sciencedirect.com/science/article/pii/S0092867403009693

How the deposited data were processed for this re-analysis (not part of the article)

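Transcript levels were measured by stranded Tag-Seq in leaves of 17 Arabidopsis genotypes at 7 time points up to 18 h after infiltration with 1 μM flg22, in 3 replicates each. The genotypes were the 16 combinations of intact and mutated DDE2, EIN2, PAD4 and SID2, and fls2. Leaves at 0 h were not infiltrated. The authors trimmed exactly matching internal barcodes, removed homopolymer reads with the Artifacts Filter of the fastx tools, mapped reads to TAIR10 transcripts with Bowtie, kept forward-strand reads that mapped to 1 gene, and summed the reads over the transcripts of a gene. The table holds raw counts of 33600 genes in 357 libraries. All 357 columns were matched to a genotype, time point and replicate. The hormone measurements were not used here.

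The median library had 1275620 reads on genes. The 90th percentile count over genes with at least 1 read, on which the scaling rests, was 57 at the median of the 0 h libraries and 85 over all libraries. Libraries were sequenced in 23 lanes, 8 or 9 per replicate, and a lane holds libraries of 1 or 2 time points, in nearly all lanes from a single replicate. Whether libraries of the same replicate number belong together was checked in the counts. Deviations of log2 normalized counts from the group means had an average correlation of 0.0915 between libraries of the same replicate in different groups, -0.0435 between libraries of different replicates, and 0.291 between libraries of the same replicate and time point. No library pair had a correlation of log2 normalized counts above 0.974.

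Counts were analysed in R 4.3.3 with edgeR 4.0.16 and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0. The analysis followed the paper's filter (fewer than 50 libraries without reads and a rank-15 count above 25), its offset (the natural log of the 90th percentile count divided by 300), its 119 group means and its pooled Storey q-values with a threshold of 0.05 and an absolute log2 value above 1. In place of a negative binomial model fitted gene by gene with z-tests, edgeR's quasi-likelihood test was used, in which the dispersion of each gene is moderated over all genes. The share of true null comparisons estimated by Storey's method was 1 in the family of 90 comparisons with jeps and 6 comparisons with fls2, so q-values equal Benjamini-Hochberg values there. The tests were computed in Python from edgeR's dispersions, and 450 of them were checked against edgeR's own function, with a largest difference of 1.1e-07 in log10 p.

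Signaling allocations were computed with the paper's allocation matrix from the responses of the 16 combinatorial genotypes. The sparse models were fitted to 288 libraries with a negative binomial lasso over 60 steps of the penalty, refitted without penalty, and selected by AICc. Selections of sector-dominant genes, of apparently SA-, ET-, JA- and PAD4-responsive genes, of JA and ET synergy and of marker candidates followed the rules in the paper's supplementary methods. Log2 values of single genes are fitted values with standard errors, and their adjusted p-values use the Benjamini-Hochberg method over the comparisons of that gene. Standard errors of AICc-selected terms come from the refit after selection and leave out the error of the levels at 0 h. Levels of mutated genes, and comparisons between the 8 genotypes with and the 8 without EIN2, use all libraries of those genotypes. A gene without reads in several groups has no stable fitted value, so its counts are given.

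The genes named in the text are those the paper names and, in the lists of genes dominated by JA, ET or PAD4 and of synergistic genes, the 3 with the largest term. This rule, the tests of the main results and the alternatives, apart from the 5 named below, were set before the data were examined. The exact permutation tests over genotype means, for FLS2, ARGOS and PDF1.2a, and the simulations of interaction terms were added afterwards. Genes outside the rule are marked as chosen after their values were seen. The ET marker candidates and the tested circadian clock genes carry no such mark, because each of these sets is listed in full. Coordinates come from the TAIR10.1 annotation through the gene code, which was found there for 32835 of the 33600 genes. The search for AGCCGCC used 1000 bp upstream of the annotated gene start on both strands of this genome.

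The alternatives were TMM normalization, no filter on low counts, the paper's negative binomial model with z-tests, DESeq2 1.42.0 with its size factors, Benjamini-Hochberg adjustment, additive terms for replicate or for sequencing lane, leaving out each replicate, BIC selection, columns not standardized in the lasso, no regularization, a mean count of at least 50, and a response change above 2. Replicate and lane terms were fitted first for each gene and then held fixed, so their uncertainty is not part of the tests. A filter that keeps 18750 genes, the same filter with the paper's model, sparse terms restricted to a q-value under 0.05, another reading of the third marker criterion, and unregularized models with the error of the 0 h levels were added after the data were seen.

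The procedure was tested on simulated data. Counts of 11848 genes were drawn with the fitted levels and dispersions, with a difference in 200 of them. The quasi-likelihood test called 50 unchanged genes in the comparisons with fls2 and jeps, and a z-test with the maximum likelihood dispersion called 1513. Among unchanged comparisons, 4.87% had a p-value under 0.05 with the quasi-likelihood test. In 200 simulated genes with true ET and J:E terms of 2, the sparse model kept 99.8% of these terms, with medians of 1.97 and 2.02, and kept 12.3% of the terms that were 0. The paper's model as refitted here differed from the glm.nb function of MASS 7.3.60.0.1 by at most 4e-06 in a fitted level on the natural log scale over 20 genes. Figures were drawn with matplotlib 3.10.9.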

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

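The tests in this part were set before their results were seen, apart from the comparison of FLS2 with its level at 0 h.

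In fls2, which lacks the receptor, 6582 of 11848 genes were called at 1 or more time points against 0 h, 3357 higher and 3482 lower at some time point. The paper uses fls2 as a reference for flg22-specific responses and does not report these changes. The number was 4666 at 1 h, 3964 at 2 h, 2654 at 3 h, 1948 at 5 h, 1973 at 9 h and 572 at 18 h. A difference in depth between time points was argued against: with every library thinned to the lowest 90th percentile count, 9.15% of the genes were lost, where 42.9% of the flg22-responsive and 47.7% of the network-dependent genes were. Of the 10 splits of the 3 libraries at 0 h and the 3 at each later time point, 1 gave as many genes, the real one, and the largest other number was 1093. With 3 libraries against 3 this share cannot fall under 0.1. The time of day at harvest stays open as a candidate explanation of part of the changes. Harvest at 18 h fell at nearly the same clock time as at 0 h, with medians of 12.1 h and 11.4 h, and had the fewest changed genes. Of a list of 13 circadian clock genes, 6 were tested (TOC1, PRR5, PRR7, GI, ELF3 and PCL1). They gave 26 calls over the time points from 1 to 9 h, against an average of 8.21 in 10000 lists of genes matched for expression. The share of lists with as many calls was 1e-04, the smallest that this number of lists can give. At 18 h 3 of the 6 were called, against an average of 0.221. The response to infiltration is part of the same contrast, because leaves at 0 h were not infiltrated, and it was not tested. Harvest at 1, 2, 3 and 5 h fell at nearly the same clock time, with medians of 16.8, 16.7, 16.3 and 17.2 h. Over these time points the number of changed genes fell from 4666 to 1948. This argues against time of day as the only cause of the changes from 1 to 5 h. Time of day and infiltration may both contribute, and how much each does was not tested.

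A further 865 genes were network-dependent without being flg22-responsive. The paper requires both and does not report on such genes. When the time courses of the 16 combinatorial genotypes were dealt to genotypes at random, 1 of 40 arrangements, the real one, gave as many network-dependent genes, and the largest other number was 137. This argues against a random assignment of libraries as the source of the 2749 network-dependent genes as a whole. Why the comparison of JEPS with fls2 was not called in these 865 was not tested. It rests on 6 comparisons of 3 libraries against 3, and thinning the libraries removed nearly as large a share of flg22-responsive as of network-dependent genes. A difference between the genotypes in the response to infiltration or to the time of day was not tested either.

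The effect of EIN2 on the FLS2 transcript differed between time points. It was 3.03 on the log2 scale at 0 h and 0.60 at 1 h, and the difference itself, -2.43, had an adjusted p-value of 3.33e-15 from edgeR's quasi-likelihood test. Counts in the genotypes with ein2-1 were near the floor at 0 h, with at most 4 reads per library. The value at 0 h was 2.98 to 3.64 in the fits without 1 replicate, 3.01 with TMM normalization and 3.05 with a term for sequencing lane, so these choices do not remove the effect. At 18 h, harvested at nearly the same clock time as 0 h, the effect was 2.00. The design offers treatment, infiltration and time of day as explanations of the change between 0 h and 1 h, and these were not parted.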

How the results depend on the processing

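The 35 results were recomputed under the alternatives, 1 choice at a time apart from 2 pairs of choices, which gave 425 values. Of these, 253 stayed the same, 170 moved, and 2 passed the threshold of their test where the first analysis had not. None lost its place past a threshold and none reversed, but nearly all of these results are counts or percentages without such a test. A count was taken to be the same when it was within 1.5 times the first count, and a percentage when it moved by less than the spread between replicates. The allocation terms of the named genes gave a further 143 values. Of these, 131 stayed on the same side of the threshold, and 12 no longer passed it: 11 without 1 of the replicates and 1 without the filter on low counts.

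DESeq2's Wald test with its size factors, and Benjamini-Hochberg in place of Storey adjustment, each left all 17 results they apply to the same. TMM normalization left 34 of 35 the same. With it, SA single sector dominant genes went from 1 to 0. Without the filter on low counts, pad4-affected genes went from 7 to 58 and sid2-affected genes from 58 to 100. The other 15 of 17 results were the same. The filter that keeps 18750 genes, chosen after seeing the data, left all 35 the same.

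Replicate and sequencing lane were entered as additive terms that were estimated gene by gene first and then held fixed, so neither their uncertainty nor their degrees of freedom entered the tests. With a term for replicate, ein2-affected genes went from 141 to 233, pad4-affected genes from 7 to 16 and sid2-affected genes from 58 to 120. The other results were the same by the measure above. With a term for sequencing lane, flg22-responsive genes went from 3904 to 6805, network-dependent genes from 2749 to 7315 and flg22-responsive and network-dependent genes from 1884 to 5141. The dde2-affected genes went from 117 to 832, ein2-affected genes from 141 to 1325 and pad4-affected genes from 7 to 272. The sid2-affected genes went from 58 to 831, genes without a call in any single mutant from 1582 to 2799 and the ein2-affected percentage of flg22-responsive genes from 3.61 to 19.5. Genes with a signaling allocation went from 1884 to 5141, gene:time combinations with more than 1 single sector term from 8062 to 22014 and the percentage of combinations with consistent signs from 67.5 to 55.7. The percentage of cases with a small net interaction went from 44.3 to 40.6, apparently SA-responsive genes from 491 to 1002 and apparently ET-responsive genes from 377 to 886. Apparently JA-responsive genes went from 120 to 386, apparently PAD4-responsive genes from 83 to 316 and genes on both the PAD4 and SA lists from 58 to 216. Synergistic JA and ET genes went from 23 to 43, additive JA and ET genes from 8 to 13 and genes with negative J:E interactions from 16 to 55. PAD4 marker candidates went from 1 to 0 and allocation terms of named genes with an adjusted p-value under 0.05 from 12 to 23. A lane holds 1 or 2 time points, in nearly all lanes of a single replicate, so these terms also absorb differences between replicates of a time point. The other observations give a test of this alternative.

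With the paper's negative binomial model and z-tests, flg22-responsive genes went from 3904 to 6255, network-dependent genes from 2749 to 6306 and flg22-responsive and network-dependent genes from 1884 to 4354. The dde2-affected genes went from 117 to 564, ein2-affected genes from 141 to 992 and pad4-affected genes from 7 to 156. The sid2-affected genes went from 58 to 556, genes without a call in any single mutant from 1582 to 2641 and the ein2-affected percentage of flg22-responsive genes from 3.61 to 15.9. Genes with a signaling allocation went from 1884 to 4354, gene:time combinations with more than 1 single sector term from 8062 to 16126 and the percentage of cases with a small net interaction from 44.3 to 39.3. ET single sector dominant genes went from 49 to 78, apparently SA-responsive genes from 491 to 936 and apparently ET-responsive genes from 377 to 843. Apparently JA-responsive genes went from 120 to 364, apparently PAD4-responsive genes from 83 to 313 and genes on both the PAD4 and SA lists from 58 to 219. Synergistic JA and ET genes went from 23 to 56, genes with negative J:E interactions from 16 to 32 and allocation terms of named genes with an adjusted p-value under 0.05 from 12 to 38. The basal J:E interaction of PDF1.2a was 6.28, where edgeR's quasi-likelihood test, which groups without reads make uninformative, had not passed the threshold. On simulated counts this z-test called more unchanged genes than edgeR's test did, as given among the other observations. With the same model on the filter that keeps 18750 genes, a pair of choices made after seeing the data, flg22-responsive genes went from 3904 to 7896, network-dependent genes from 2749 to 9120 and flg22-responsive and network-dependent genes from 1884 to 5218. The dde2-affected genes went from 117 to 635, ein2-affected genes from 141 to 1095 and pad4-affected genes from 7 to 204. The sid2-affected genes went from 58 to 628, genes without a call in any single mutant from 1582 to 3276 and genes without a call in any single or double mutant from 1173 to 1840. The ein2-affected percentage of flg22-responsive genes went from 3.61 to 13.9, genes with a signaling allocation from 1884 to 5218 and gene:time combinations with more than 1 single sector term from 8062 to 18710. The percentage of cases with a small net interaction went from 44.3 to 35.2, ET single sector dominant genes from 49 to 97 and PAD4 single sector dominant genes from 0 to 2. SA single sector dominant genes went from 1 to 3, apparently SA-responsive genes from 491 to 1351 and apparently ET-responsive genes from 377 to 1253. Apparently JA-responsive genes went from 120 to 565, apparently PAD4-responsive genes from 83 to 584 and genes on both the PAD4 and SA lists from 58 to 404. Synergistic JA and ET genes went from 23 to 64, additive JA and ET genes from 8 to 13 and genes with negative J:E interactions from 16 to 32. PAD4 marker candidates went from 1 to 5, ET marker candidates from 9 to 20 and allocation terms of named genes with an adjusted p-value under 0.05 from 12 to 38. Genes changed in fls2 went from 6582 to 10761. The basal J:E interaction of PDF1.2a was 6.28.

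With the BIC-selected models, the percentage of genes with an interaction allocation went from 99.4 to 83.7, gene:time combinations with more than 1 single sector term from 8062 to 4858 and the percentage of combinations with consistent signs from 67.5 to 77.4. ET single sector dominant genes went from 49 to 177, PAD4 single sector dominant genes from 0 to 1 and additive JA and ET genes from 8 to 16. Genes with negative J:E interactions went from 16 to 5. Without standardized columns in the lasso, the percentage of genes with an interaction allocation went from 99.4 to 97.2, the percentage of combinations with consistent signs from 67.5 to 49.1 and ET single sector dominant genes from 49 to 81. Synergistic JA and ET genes went from 23 to 10. In the unregularized models, the percentage of genes with an interaction allocation went from 99.4 to 77.3, gene:time combinations with more than 1 single sector term from 8062 to 1027 and the percentage of combinations with consistent signs from 67.5 to 87.8. JA single sector dominant genes went from 45 to 76, ET single sector dominant genes from 49 to 237 and PAD4 single sector dominant genes from 0 to 12. SA single sector dominant genes went from 1 to 7, synergistic JA and ET genes from 23 to 15 and additive JA and ET genes from 8 to 16. In genes with a mean count of at least 50, the percentage of cases with a small net interaction went from 44.3 to 49.3. For response changes above 2, the percentage of cases with a small net interaction went from 44.3 to 50.6. With the third marker criterion on the mean over time points, chosen after seeing the data, ET marker candidates went from 9 to 2. Counting only sparse terms with a q-value under 0.05, also chosen after seeing the data, left all 10 results the same. In the unregularized models with the error of the 0 h levels, a pair of choices made after seeing the data, genes with a signaling allocation went from 1884 to 145, the percentage of genes with an interaction allocation from 99.4 to 27.6 and gene:time combinations with more than 1 single sector term from 8062 to 4. The percentage of combinations with consistent signs went from 67.5 to 100.0, PAD4 single sector dominant genes from 0 to 1 and SA single sector dominant genes from 1 to 0. Synergistic JA and ET genes went from 23 to 0, additive JA and ET genes from 8 to 2 and genes with negative J:E interactions from 16 to 0. The other 2 of these 11 results were the same. The cause of these changes was not tested, except where the alternative itself keeps more or fewer terms.

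Across the 3 fits that each left out 1 replicate, flg22-responsive genes ranged from 1926 to 3009, network-dependent genes from 1185 to 2123 and flg22-responsive and network-dependent genes from 719 to 1197. The flg22-responsive and network-independent genes ranged from 1207 to 1812, dde2-affected genes from 28 to 52 and ein2-affected genes from 16 to 64. The pad4-affected genes ranged from 0 to 4, sid2-affected genes from 7 to 28 and genes without a call in any single mutant from 615 to 1067. Genes without a call in any single or double mutant ranged from 460 to 894, the ein2-affected percentage of flg22-responsive genes from 0.614 to 3.32 and genes with a signaling allocation from 719 to 1197. The gene:time combinations with more than 1 single sector term ranged from 3016 to 4988, the percentage of cases with a small net interaction from 38.6 to 45.8 and JA single sector dominant genes from 16 to 31. ET single sector dominant genes ranged from 13 to 28, SA single sector dominant genes from 0 to 2 and apparently SA-responsive genes from 207 to 378. Apparently ET-responsive genes ranged from 151 to 256, apparently JA-responsive genes from 33 to 120 and apparently PAD4-responsive genes from 49 to 69. Genes on both the PAD4 and SA lists ranged from 33 to 56, synergistic JA and ET genes were 11 in each and additive JA and ET genes from 3 to 6. Genes with negative J:E interactions ranged from 4 to 9, PAD4 marker candidates from 0 to 1 and ET marker candidates from 4 to 8. Allocation terms of named genes with an adjusted p-value under 0.05 ranged from 7 to 9. With 2 libraries per group instead of 3, fewer genes pass the same threshold.

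Depth limited the calls. When every library was thinned to the lowest 90th percentile count, flg22-responsive genes fell from 3904 to 2231 and network-dependent genes from 2749 to 1437, a loss of 42.9% and 47.7%. The numbers of genes without a call, such as those buffered in single mutants, are therefore numbers of genes in which no difference was detectable with these libraries and this model. They depend on the model as well as on depth, since at the same depth the term for sequencing lane left 2799 of 5141 genes and the paper's model 2641 of 4354 without a call in any single mutant, against 1582 of 1884.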

Differences from the paper's values

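The filter on low counts stated in the paper left 11848 genes, and the paper's number is 18750. Without the filter, an alternative set before the data were examined, all 26275 genes with at least 1 read were analysed. No other alternative set in advance changes which genes pass. A reading of the filter on groups instead of libraries gave 18750, chosen after seeing the values.

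The flg22-responsive genes numbered 3904 against the paper's 7918, the network-dependent genes 2749 against the paper's 9185, the genes meeting both criteria 1884 against the paper's 5259, and the genes with a signaling allocation 1884 against the paper's 5189. Of the alternatives set before the data were examined, the negative binomial model with z-tests, which is the model in the paper's methods, gave values that no longer differed by over 1.5 times: 6255, 6306, 4354 and 4354. So did the term for sequencing lane, with 6805, 7315, 5141 and 5141. The other alternatives set in advance did not. The filter that keeps 18750 genes together with the paper's model, a pair chosen after seeing the values, gave 7896, 9120, 5218 and 5218.

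The genes without a call in any single mutant numbered 1582 against the paper's 2977, the ein2-affected genes 141 against the paper's 1270, and the ein2-affected percentage of flg22-responsive genes was 3.61 against the paper's 16. With the paper's model and z-tests these were 2641, 992 and 15.9, and with the term for sequencing lane 2799, 1325 and 19.5, and no other alternative set before the data were examined closed the gaps. The pair of choices made after seeing the values gave 3276, 1095 and 13.9.

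Genes dominated by JA numbered 45 against the paper's 102, genes dominated by ET 49 against the paper's 112, and genes dominated by SA 1 against the paper's 7. Of the alternatives set before the data were examined, unregularized models alone closed the gap for JA, with 76, and for SA, with 7. For ET the paper's model and z-tests closed it, with 78, as did columns not standardized in the lasso, with 81, and the pair of choices made after seeing the values gave 97.

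Apparently SA-responsive genes numbered 491 against the paper's 825, apparently ET-responsive genes 377 against the paper's 680, apparently JA-responsive genes 120 against the paper's 374, apparently PAD4-responsive genes 83 against the paper's 291, and genes on both the PAD4 and SA lists 58 against the paper's 170. With the paper's model and z-tests these were 936, 843, 364, 313 and 219, and with the term for sequencing lane 1002, 886, 386, 316 and 216, none of which differed by over 1.5 times. The term for replicate closed the gap for SA, with 566, and for ET, with 464, and leaving out the filter closed it for SA, with 556. No other alternative set before the data were examined did.

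Synergistic JA and ET genes numbered 23 against the paper's 41. TMM normalization gave 30, the paper's model with z-tests 56 and the term for sequencing lane 43, which closed the gap, and the other alternatives set before the data were examined did not. Additive JA and ET genes numbered 8 against the paper's 15. Of the alternatives set before the data were examined, TMM normalization gave 11, the paper's model 12, the term for sequencing lane 13, BIC-selected models 16, columns not standardized 12 and unregularized models 16. The others did not close the gap, and the pair of choices made after seeing the values gave 13.

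PAD4 marker candidates numbered 1 against the paper's 2, and no alternative, whether set before the data were examined or added, closed the gap. The paper's candidates AT4G04500 and AT4G21840 did not pass the filter on low counts and were not candidates under any setting. The paper lists ARGOS among the ET markers. It was a candidate only with the pair of choices made after seeing the values.

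The paper states that FLS2 transcript levels had fully recovered in genotypes with ein2 by 1 h. Here they were lower by 0.60 on the log2 scale at 1 h and by 2.00 at 18 h than in genotypes with EIN2. The paper states that most genes apparently under negative regulation by ET were mainly controlled by the ET sector. Here ET was the largest AICc-selected term in 44 of 300 such genes. The paper describes a pattern at earlier time points, so the measures differ. How often an interaction is the largest term without true interactions was not simulated. The paper shows genes dominated by PAD4, and 0 were found in the AICc-selected models, 1 with BIC and 12 without regularization. Of the choices made after seeing the values, the filter that keeps 18750 genes with the paper's model gave 2, and the unregularized models with the error of the 0 h levels gave 1.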

Other observations

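The tests of consistent signs after regularization, of the net interaction at 18 h, of random lanes and of the ranked PAD4 and SA genes were chosen only after the results they address were seen.

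All 4 single sector terms had the same sign in 41.2% of gene:time combinations before regularization. Each of these terms is a difference from the same jeps libraries, and this shared baseline alone gave 40.0% ± 0.406 (SD of 10 simulations, highest 40.6%) when no genotype differed from jeps. Random signs of the fitted terms gave 24.6%. The observed share lies above the highest simulated one, but only slightly. These simulations held no differences between sequencing lanes, and jeps was not always sequenced in the same lane as the genotypes with a single sector. Whether the shared baseline together with lanes is the whole cause is thus not decided. The shared baseline alone accounts for most of the excess over random signs in these simulations. After regularization the share was 67.5%, against 57.5% ± 0.61 in 3 simulations without differences, which left 3212 combinations on average where the data gave 8062. With the term for sequencing lane the share in the data fell below that of these simulations, which did not include that term. A tendency of the sectors to act in the same direction is therefore a hypothesis that the regularized values leave open, and its size may be smaller than the raw share.

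The net interaction was negative in 59.5% of cases in the calculation used for the simulations, and in 55.3% ± 0.926 of cases simulated without interactions, so noise in the shared jeps and single sector estimates does not account for all of it but gives a share above 50 on its own. The share was not the same over time. From 1 to 5 h it exceeded the share at 18 h by 37.1 percentage points, and in simulations without interactions this difference was -0.704 ± 1.85. From each replicate alone it was 71.2%, 67% and 65.3% at 1 to 5 h and 36.4%, 33.6% and 51.7% at 18 h. Noise of the shared estimates is argued against as the cause of this difference. A candidate explanation is that interactions oppose the single sector contributions early and add to them late. The time of day at harvest differs between these time points and stays open, untested.

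The number of flg22-responsive and network-dependent genes was lower here than in the paper. Among unchanged comparisons in simulated counts, the z-test with the maximum likelihood dispersion had a p-value under 0.05 in 10.4%, and the quasi-likelihood test in 4.87%. The maximum likelihood dispersion is not adjusted for the 119 fitted means. With the paper's model and z-tests the network-dependent genes rose to 6306, and part of the additional calls may come from this dispersion estimate. The filter that keeps 18750 genes, chosen after seeing the data, gave 9120 with the same model.

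A term for sequencing lane raised the network-dependent genes from 2749 to 7315, and a term for replicate raised them to 3392. With the lanes dealt at random to the libraries of each replicate, the same number of terms gave 4395 genes. Fitting terms that are then held fixed thus raised the number even without real lanes, from 3392 to 4395, but it is argued against as the cause of the whole rise. Flg22-responsive genes numbered 6805 with lanes and 5001 with random lanes. The median dispersion was 0.0686 without such terms, 0.0542 with replicate, 0.0487 with random lanes and 0.0146 with lanes. A lane holds 1 or 2 time points, in nearly all lanes of a single replicate. A difference between lanes is thus largely mixed with one between the experiments of that replicate and time point. In replicate 1 each time point was split over 2 lanes, and fls2 was never in the lane of JEPS at the same time point. A difference between lanes is thus also mixed with the comparison of JEPS with fls2 there. Lanes were not compared within a time point of a replicate.

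Of the 83 apparently PAD4-responsive genes, 58 were apparently SA-responsive. The 2 lists share the JEPS and fls2 libraries. When simulated mutants did not differ from JEPS, the genes ranked first in the same numbers shared 27.7 ± 3.68 genes, and 36.6 ± 3.95 (highest 43) with the fitted lane deviations kept, against 52 in the data ranked the same way. The shared libraries are thus argued against as the whole cause, while they give most of the overlap in these simulations. The overlap of 21.6 for independent lists is too low a reference. A biological link between the PAD4 and SA sectors, which the paper describes, stays a hypothesis for the remainder. The PAD4 list itself was no longer than lists from other groupings of the JEPS and pad4 libraries, which gave up to 128 genes.

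The libraries of each pair of genotypes were also split in each of the 10 possible ways into groups of 3. The real split alone gave as many genes for the flg22-responsive genes (1 of 10 splits, largest other number 145), the dde2-affected genes (1 of 10, 23), the ein2-affected genes (1 of 10, 59) and the sid2-affected genes (1 of 10, 25). The same held for the apparently SA-responsive genes (1 of 10, 210) and the apparently ET-responsive genes (1 of 10, 194). For the apparently JA-responsive genes 5 of 10 splits gave as many as the real 120, up to 194. For the pad4-affected genes 6 of 10 gave as many as 7, up to 15, and for the apparently PAD4-responsive genes 6 of 10 gave as many as 83, up to 128. The splits with as many genes keep both libraries of a replicate together in 1 or more cases, so they follow differences between replicates. Among the 4 splits that part every pair, as the real one does, the real one gave the most genes for each of these results. With replicate as a term the numbers were 156 apparently JA-responsive, 16 pad4-affected and 111 apparently PAD4-responsive genes. Such a number of splits cannot give a share under 0.1, so the splits alone do not decide. For the 3904 flg22-responsive genes no other split gave over 145 genes. Among unchanged simulated comparisons with jeps, 4.87% had a p-value under 0.05 with the quasi-likelihood test. Both argue against noise of independent libraries as the source of most of these genes. The 50 unchanged genes called in simulated counts are no like reference, because only 200 genes were changed there. Differences between lanes stay open, because JEPS and fls2 were in different lanes in replicate 1. For the dde2-, ein2- and sid2-affected genes and the SA and ET lists the other splits stayed below the real number, but reached the numbers given above, so part of these genes stays open. When the mutant was simulated without a difference from JEPS, the SA list held 1 ± 0.943 genes (highest 3) and the PAD4 list 1.1 ± 0.738 (highest 2), against 491 and 83. Noise of independent libraries is thus argued against as the source of most genes on both lists. The simulated mutant libraries hold no differences between replicates, which other groupings follow, so such differences stay open for the PAD4 list, where other groupings gave more genes than the real one. They stay open as well for the JA list and the pad4-affected genes, for which no such simulation was run.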
